# Cardiac lymphatics retain LYVE-1-dependent macrophages during neonatal mouse heart regeneration

**DOI:** 10.1038/s44161-025-00711-4

**Published:** 2025-09-17

**Authors:** Benjamin G. Chapman, Konstantinos Klaourakis, Carla de Villiers, Mala Gunadasa-Rohling, Maria-Alexa Cosma, Susanna T. E. Cooper, Kshitij Mohan, Michael Weinberger, Carolyn A. Carr, David R. Greaves, David G. Jackson, Daniela Pezzolla, Robin P. Choudhury, Joaquim M. Vieira, Paul R. Riley

**Keywords:** Lymphangiogenesis, Cardiac regeneration

## Abstract

In adult mice, myocardial infarction (MI) activates the cardiac lymphatics, which undergo sprouting angiogenesis (lymphangiogenesis), drain interstitial fluid and traffic macrophages to mediastinal lymph nodes (MLNs). This prevents edema and reduces inflammatory/fibrotic immune cell content to improve cardiac function. Here we investigated the role of cardiac lymphatics and macrophage clearance across the neonatal mouse regenerative window. The response to injury revealed limited lymphangiogenesis and clearance of macrophages from postnatal day 1 compared to postnatal day 7 infarcted hearts. This coincides with the maturation of lymphatic endothelial cell junctions from impermeable to permeable and with altered signaling between lymphatic endothelial cells and macrophages. Mice lacking the lymphatic endothelial receptor-1 (LYVE-1), where macrophage lymphatic trafficking is impaired in adults, experienced worse long-term outcomes after MI induced at postnatal day 1, suggesting an alternative role for LYVE-1 in macrophages. Macrophage-specific deletion of *Lyve1* during neonatal heart injury impaired heart regeneration. This study demonstrates that immature cardiac lymphatics are impermeable to clearance in early neonates, ensuring retention of pro-regenerative LYVE-1-dependent macrophages.

## Abstract (web summary)

Chapman, Klaourakis and colleagues reveal that a lymphatic vasculature with poor clearance capacity in perinatal, regeneration-competent mouse hearts is required to retain pro-reparative macrophages and allow cardiac regeneration.

## Main

During adult homeostasis, the cardiac lymphatics function to modulate tissue fluid and immune surveillance, analogous to the systemic lymphatics that pervade the body. After injury, such as myocardial infarction (MI), they undergo lymphangiogenesis by growing and expanding into the infarcted area^1–4^. The epicardium and pro-inflammatory macrophages secrete vascular endothelial growth factor C (VEGFC), which drives lymphangiogenesis and extensive remodeling of the cardiac lymphatic network^2,3^. MI triggers an immune response, whereby infiltrating phagocytic cells, such as neutrophils and macrophages, remove dead tissue and debris, assisting with the subsequent remodeling and repair of the infarcted heart. High numbers and persistence of immune cells, however, contribute to further fibrosis and pathological remodeling and, ultimately, progression to heart failure (reviewed in ref. ^5^). The endogenous response to MI of increased lymphatic growth attempts to reduce tissue edema and immune cell load, targeting clearance of neutrophils, macrophages, dendritic cells and T cells, which is necessary for effective tissue repair^3,4^. However, the response is insufficient to clear the elevated fluid and excessive immune cell infiltrate, which cumulatively results in chronic inflammation, fibrosis and impaired heart function (reviewed in ref. ^6^). This has prompted attempts to increase lymphangiogenesis and lymphatic function in the injured heart. Augmentation of the lymphangiogenic response with administration of recombinant VEGFC-C156S, which specifically interacts with VEGFR3, improves cardiac function after MI in animal models, as assessed by echocardiography and cine magnetic resonance imaging (MRI)^2,3^. Intraperitoneal injection of recombinant VEGFC-C156S after MI in mice increased macrophage clearance via a LYVE-1-dependent mechanism^3^. LYVE-1 is highly expressed at the surface of initial lymphatics and interacts specifically with the ubiquitous glycosaminoglycan polymer hyaluronan that coats the surface of phagocytic immune cells, where it facilitates vessel entry^7–10^. Engagement of LYVE-1 with the long chains of hyaluronan involves an unusual sliding interaction that mediates the docking and transmigration of dendritic cells and macrophages to dermal lymphatic vessels^8,9,11,12^ and has a similar role in the injured adult mouse heart^3^.

In contrast to adult mammals, which are incapable of functional recovery after heart injury, the neonatal mammalian heart has an evolutionarily conserved regenerative capacity (reviewed in ref. ^13^). In mice, the heart fully regenerates after MI at postnatal day 1 (P1), whereas the same injury at postnatal day 7 (P7) leads to fibrotic scarring^14,15^. Anecdotal evidence from clinical case reports has described analogous cardiac regeneration in human infants after MI in utero caused by congenital heart disease^16,17^. In neonatal mice, the macrophages found in the intact heart at early postnatal stages are primarily tissue-resident CCR2^−^ macrophages that originate from embryonic sources and are maintained through local proliferation^18–20^. By contrast, circulating CCR2^+^ monocytes and monocyte-derived CCR2^+^ macrophages prevalent in adulthood contribute minimally to the cardiac monocyte–macrophage population at these stages^18,20^. In response to cardiac injury in neonates, tissue-resident CCR2^−^ macrophages expand in number, without additional infiltration of CCR2^+^ monocytes^18^. General depletion of macrophages following clodronate liposome treatment after MI at P1 inhibited cardiac regeneration, resulting in fibrotic scar formation with significantly depressed cardiac function^21^. This lack of regeneration was attributed to impaired coronary angiogenesis^21^, which is consistent with the growing evidence supporting direct and indirect macrophage contributions to blood vessel growth and vascular plexus formation^22^.

The essential function of tissue-resident macrophages in heart regeneration in neonatal mice^21^ together with the immunomodulatory role of lymphatic vessels in the adult mouse heart^3^ prompted our present investigation into how the cardiac lymphatics respond in the regenerative setting and to what extent the cardiac lymphatics interact with macrophages in injured neonatal mouse hearts across the P1–P7 window. The stage-dependent response of lymphatics and their trafficking of immune cells, specifically macrophages, during neonatal heart regeneration and the transition to fibrotic repair have not been studied to date. In the present study, we quantified the expansion of the lymphatic vascular network after birth to reveal growth and sprouting until postnatal day 16 (P16). We further investigated the lymphangiogenic response and macrophage trafficking efficiency of neonatal cardiac lymphatics after MI, using combined three-dimensional light-sheet and confocal imaging alongside adoptive transfer of splenic *hCD68–eGFP*-labeled monocytes. The injury response revealed a lack of lymphangiogenesis and less efficient clearance of GFP-labeled cells to MLNs 7 days post-injury (dpi) in P1 compared to P7 hearts. This was consistent with the need to retain pro-regenerative macrophages at P1 relative to invoking clearance of pro-fibrotic macrophages at P7, as recapitulates the adult injury and lymphatic response. The impaired clearance may be explained, in part, by the maturation status of lymphatic endothelial cell junctions and the developmental transition from ‘zippered’ (impermeable) to ‘buttoned’ (permeable) junctions during the first 2 weeks of life. To gain insight into the molecular underpinnings of lymphatic endothelium–macrophage interactions in P1 versus P7, we generated unbiased single-cell RNA sequencing (scRNA-seq) datasets from neonatal hearts collected at different timepoints after MI and observed altered lymphatic endothelial cell (LEC)–macrophage signaling. Notably, this included reduced expression of the lymphangiocrine factor reelin (RELN)^23^ in P7 versus P1 hearts, consistent with impaired regenerative potential. Finally, we explored the possible involvement of the lymphatic entry receptor LYVE-1 in early neonatal heart regeneration. Here, we anticipated that LYVE-1 would not play a role given that trafficking of pro-regenerative macrophages is redundant at early stages; however, we observed that global *Lyve1* deletion resulted in impaired regeneration, persistent scarring and loss of cardiac function, suggesting a function in a distinct lineage to that of the lymphatic endothelium. Conditional macrophage-specific targeting of *Lyve1* revealed that this dependence was due to a previously unappreciated role in tissue-resident macrophages, maintaining this population in situ to inhibit infiltrating pro-inflammatory/fibrotic monocytes and promote coronary angiogenesis to facilitate heart regeneration.

## Results

### Postnatal development of the cardiac lymphatics

The heart grows substantially during postnatal development, from an average area of 2.5 mm^2^ at P1 to 10 mm^2^ at P16 (Extended Data Fig. 1). To visualize the lymphatic network, we used 5-bromo-4-chloro-3-indolyl-β-d-galactosidase (X-Gal) staining of the knock-in mouse line *Vegfr3*^*+/LacZ*^ (ref. ^24^), which revealed a concordant expansion of the network across postnatal stages P1–P28 (Extended Data Fig. 2a). At P1, lymphatics were located near the base of the heart on the ventral side, whereas, on the dorsal side, they extended toward the apex, proximal to the major coronary veins. During the first week of postnatal development (from P1 to P9), no sprouting of new lymphatic vessels was observed on either the ventral or the dorsal side of the heart, as quantified by three-dimensional rendering of confocal and light-sheet images and use of ImageJ and AngioTool software (Extended Data Fig. 3). During this period, cardiac lymphatic length increased with organ growth to establish full coverage from base to apex on the dorsal side and incomplete coverage on the ventral side of the heart. The reduced length and coverage of vessels on the ventral versus dorsal side is consistent with delayed lymphatic development during embryonic stages^1^. Also, a small number of isolated VEGFR3^+^ cells were noticeable on the dorsal side of the heart, which were not connected to the already established lymphatic vasculature at P1 and P3. These resembled the isolated LECs that have been described to contribute to the cardiac lymphatic network in zebrafish and mammals through a process termed lymphvasculogenesis^25^. From P11, the first sprouts of vessels were visible on both the sides of the heart. These sprouts continued expanding until they formed a complex network of vessels that appeared fully developed by P28. This pattern of lymphatic growth was consistent across samples, becoming established via a dense network of vessels on the dorsal side near the apex at P14 and fully shaped by P28. A further constant feature was the presence of areas that were depleted of lymphatics, such as the apex on the ventral side and the right ventricle on the dorsal side.

Immunostaining for VEGFR3 in CD1 wild-type (WT) hearts was carried out to validate the results from the X-Gal staining of *Vegfr3*^*+/LacZ*^ mice at different postnatal stages (Fig. 1a–d). VEGFR3^+^ lymphatics fully covered the heart by P14, indicating that sprouting occurred at an earlier timepoint and with greater efficiency. Moreover, lymphatics on the dorsal side of CD1 hearts continued expanding concurrently with cardiac growth at least until P21. Further quantification of VEGFR3-immunostained lymphatics from the dorsal side hearts revealed an increase in the total vessel length from 15 mm at P1 to 175 mm at P21 (Fig. 1e), in line with continuous growth, and the total number of endpoints increased from 50 vessels at P1 to 500 vessels at P14, indicating increased complexity of the network (Fig. 1f). iDISCO optical clearing was used to assess lymphatic structure at depth in uninjured WT hearts at P1, P7 and P14 (Extended Data Fig. 2b–j). This analysis confirmed that lymphatics are present mostly in the outer cardiac surface throughout the regenerative period and supported the examination of lymphangiogenesis by whole-mount staining (Fig. 1a–d).

**Fig. 1:**
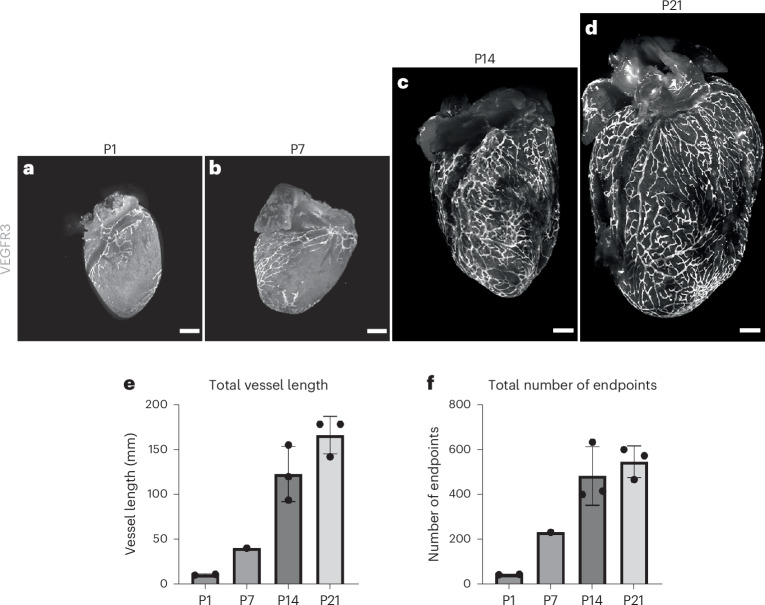
Growth of the lymphatic network from P1 to P21. Whole-mount antibody staining for VEGFR3 confirmed that cardiac lymphatics grow and sprout extensively during postnatal development. Although little growth or sprouting was observed in the first week of postnatal life (**a**,**b**), by P14 a dense network of lymphatic vessels had formed covering the entire dorsal side of the heart (**c**). This network continued growing in proportion to overall heart expansion (**d**). Quantification of cardiac lymphatics on the dorsal side confirmed that there is a significant increase in total vessel length and total number of endpoints during the second week of life (**e**,**f**). Data are presented as mean ± s.e.m.; *n* = 5 for each timepoint. Scale bar, 500 μm. Source data

Comparing the expanding networks on the dorsal and ventral sides of the heart revealed different growth dynamics across the postnatal period (Extended Data Fig. 3g,h). The mean length and number of individual vessels increased marginally from P1 (dorsal: 21 mm and 83 vessels; ventral 13 mm and 52 vessels) to P11 (dorsal: 33 mm and 98 vessels; ventral 25 mm and 98 vessels), suggesting limited growth and sprouting. Consistent with the visualization of lymphatic sprouting after P11, there was a significant increase in total vessel length on the dorsal side from 33 mm at P11 to 66 mm at P14 (*P* < 0.001) and from 66 mm at P14 to 91 mm at P16 (*P* < 0.01). On the ventral side, vessel length increased from 25 mm at P11 to 52 mm at P14 (*P* < 0.011) and from 66 mm at P16 to 96 mm at P21 (*P* < 0.005). Also, the total number of endpoints increased significantly on the dorsal side, from 98 vessels at P11 to 273 vessels at P14 (*P* < 0.001). A trend toward smaller total vessel length on the ventral side was observed throughout early postnatal development, which was statistically significant at P16 with 91-mm vessel length on the dorsal compared to 66-mm vessel length on the ventral side (*P* = 0.009).

To uncover potential molecular changes in the lymphatics during postnatal development, quantitative polymerase chain reaction (qPCR) was conducted using primers specific for a panel of known lymphatic markers and whole-heart samples (Extended Data Fig. 4). The gene expression levels for the majority of lymphangiogenic markers revealed two peaks during postnatal development, one at P2–P3 and one at P7–P9 (Extended Data Fig. 4a–e). At P2–P3, the expression levels of *Prox1* and *Nrp2* and the ligands *Vegfc* and *Vegfd* doubled compared to P0. Subsequently, expression levels dropped for *Prox1*, *Vegfc* and *Vegfd* and remained stable for *Nrp2* until P6. Thereafter, expression levels of *Vegfc* (*P* = 0.007) and *Nrp2* (*P* = 0.036) increased significantly from P6 to P7, and *Vegfr3*, *Vegfd* and *Prox1* doubled at P8–P9 compared to P0. After P11, the expression levels of all genes decreased, except for *Nrp2*, which remained elevated. Specifically, expression of *Vegfc* (*P* = 0.014) and *Vegfd* (*P* = 0.04) declined significantly from P11 to P14, and expression of *Vegfr3* and *Prox1* returned to nearly P0 levels. Expression of *Pdpn* remained relatively stable during postnatal stages (Extended Data Fig. 4f), with a significant increase (*P* < 0.001) at P9 compared to P8 and a subsequent significant decrease (*P* = 0.016) to baseline levels at P14 compared to P11. The increased expression of lymphatic markers at P2–P3 correlates with the expansion of cardiac lymphatics observed with neonatal heart growth, whereas the increased expression levels at P8–P11 correlated with the lymphangiogenic sprouting observed after P11.

Analysis of genes involved in lymphatic function, rather than development, revealed a different pattern (Extended Data Fig. 4g,h). For example, the expression levels of *Ccl21* (Extended Data Fig. 4g), the gene coding for the LEC-secreted chemokine CCL21 (chemokine (C-C motif) ligand 21), responsible for recruitment and lymphatic endothelial transmigration of leukocytes into the lymph^8,26,27^, increased two-fold at P2 compared to P0 and returned to baseline levels by P6. At P7, there was a further significant increase (*P* < 0.001), which remained stable until P14, after which there was another significant increase (*P* < 0.001) at P21. From P21 until adulthood, the expression levels of *Ccl21* remained stable, with an eight-fold increase compared to the baseline. Similarly, expression of *Lyve1* increased significantly (*P* < 0.001) at P21 compared to P14 and remained stable into adulthood, with a two-fold increase compared to P0 (Extended Data Fig. 4h). *Lyve1* was the only gene to decrease two-fold in expression levels between P3 and P7.

Taken together, these results reveal the expansion of the lymphatic network and concomitant molecular changes during postnatal development and highlight different spatiotemporal behavior of lymphatic vessels on dorsal versus ventral sides of the heart coincident with functional maturation at later stages (P28).

### The cardiac lymphatics respond differently to MI during regenerative (P1) versus fibrotic (P7) wound healing

To examine the response of neonatal cardiac lymphatics after MI, the left anterior descending (LAD) coronary artery was surgically ligated in *hCd68–eGFP* macrophage reporter at either P1 or P7 stages. Initially, hearts were harvested within 30–60 minutes after LAD ligation, termed 0 dpi, and immunostained for VEGFR3 to visualize the lymphatic vasculature in conjunction with hCD68–eGFP^+^ macrophages. The lymphatic vessels expanded from the base of the heart to the site of injury at 0 dpi in both P1 and P7 stages (Fig. 2a–d). The developing lymphatic network had more vessels and was morphologically more complex at P7 than at P1 (compare Fig. 2b to Fig. 2d). At 0 dpi, the macrophage response had not yet initiated, as there was no obvious change in hCD68–eGFP^+^ macrophage representation (compare Fig. 2a and Fig. 2c).

**Fig. 2:**
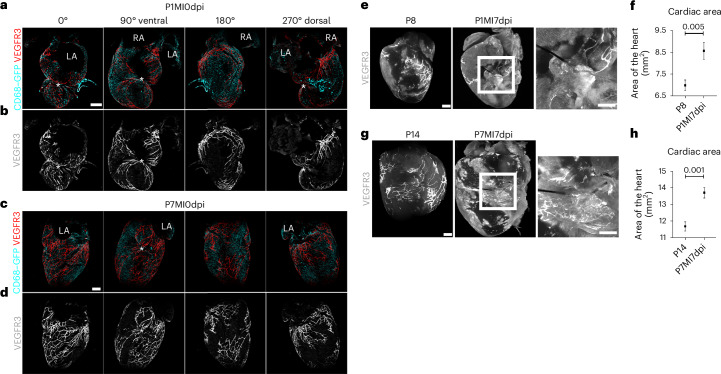
P1 versus P7 cardiac lymphatic responses immediately following MI and 7 days after MI compared to intact P8 and P14 hearts. Injured hearts were harvested at P1 and P7 immediately after MI surgery to visualize the initial response of the lymphatic vessels and macrophages (**a**,**c**). Macrophages were evenly distributed across all areas of the heart, suggesting that the immune response to injury had not yet fully initiated (**a**,**c**). Lymphatics extended from the base to apex in both P1 (**b**) and P7 (**d**) hearts. During ligation, the suture captured lymphatics located in the area of injury (asterisk in second panel of **b** and **d**). Whole-mount immunostaining of C57BL/6 hearts for VEGFR3, combined with light-sheet imaging (**e**,**g**). Intact P8 hearts compared to 7 days after MI at P1 revealed a limited lymphangiogenic response after injury (**e**). By contrast, comparing P14 intact with P7 hearts 7 days after MI revealed expanded VEGFR3^+^ lymphatic vessels covering the injury site (**g**). There was a significant increase in the heart size after MI at both P1 and P7 compared to the respective control stage (**f**,**h**). Asterisk indicates suture site. LA, left atria; RA, right atria. Data are presented as mean ± s.e.m. *n* = 2 for each timepoint (**a**–**d**); *n* = 12 for P8, *n* = 4 for P1MI7dpi in **f**; *n* = 7 for P14, *n* = 4 for P7MI7dpi in **h**. Significant differences were calculated using an unpaired, two-tailed Student’s *t*-test. Scale bar, 0.5 mm. Source data

In adult mice, cardiac lymphatics respond to the site of injury by 7 dpi^1–3^. Thus, infarcted P1 and P7 hearts were sampled 7 days after surgery and compared to equivalent intact (non-infarcted) stages (P8 and P14; Fig. 2e–h). Whole-mount light-sheet imaging of hearts stained for VEGFR3 revealed limited lymphangiogenic response at the site of injury after P1 MI compared to intact age-matched control P8 hearts (Fig. 2e,f). Higher magnification revealed a limited presence of lymphatics proximal to the suture site in infarcted P1 hearts; a large vessel expanding from below the left atria to the injury site was consistently present, but this was also evident in P8 intact hearts, suggesting that this did not form in response to injury (Fig. 2e). By contrast, there was a clear lymphatic response in P7 MI hearts at 7 dpi, and higher magnification revealed an expansion of lymphatics surrounding the suture area (Fig. 2g). The remainder of the lymphatic network on both dorsal and ventral sides of the heart appeared underdeveloped in P7 infarcted hearts at 7 days compared to P14 intact controls (Fig. 2g). These results suggest a localized lymphangiogenic response at the site of injury, whereas the normal developmental program is delayed or compromised in remote areas, reflecting the global impact of myocardial ischemia. Notably, the size of hearts was significantly larger 7 days after MI in both P1 and P7 mice compared to the intact age-matched control P8 and P14 mice (compare Fig. 2f and Fig. 2h). This is likely due to myocardial hypertrophy and/or increased edema resulting from the cardiac injury, as previously reported in the adult mouse heart^2^.

To further visualize the response to MI at P1 versus P7 stages and to document the macrophage response, *hCD68–eGFP* mice were subjected to MI surgery, and transverse serial sections of injured versus intact hearts were stained for lymphatic markers PDPN and LYVE-1 and imaged using confocal microscopy (Fig. 3). In both P8 and P14 intact hearts, lymphatics were found widely distributed throughout the subepicardial space of the heart, and GFP^+^ macrophages were not co-localized with the vessels (compare Fig. 3a–e and Fig. 3k–o). After injury, a moderate PDPN^+^ and LYVE-1^+^ lymphangiogenic response was seen at P1 (Fig. 3f–j), which was more substantial after injury at P7 (Fig. 3p–t), consistent with the different levels of response observed in whole-mount imaged hearts (Fig. 2). Lymphatic vessels were found near the suture site after MI at both P1 and P7; however, they were denser and more expanded in terms of lumen size in the infarcted P7 hearts (Fig. 3u; also compare Fig. 3f–j to Fig. 3p–t). MI at both P1 and P7 resulted in an increased concentration of GFP^+^ macrophages at 7 days, which were extensively localized proximal to the site of injury as compared to P8 or P14 controls (compare Fig. 3h to Fig. 3c and Fig. 3p–t to Fig. 3k–o; Fig. 3v).

**Fig. 3:**
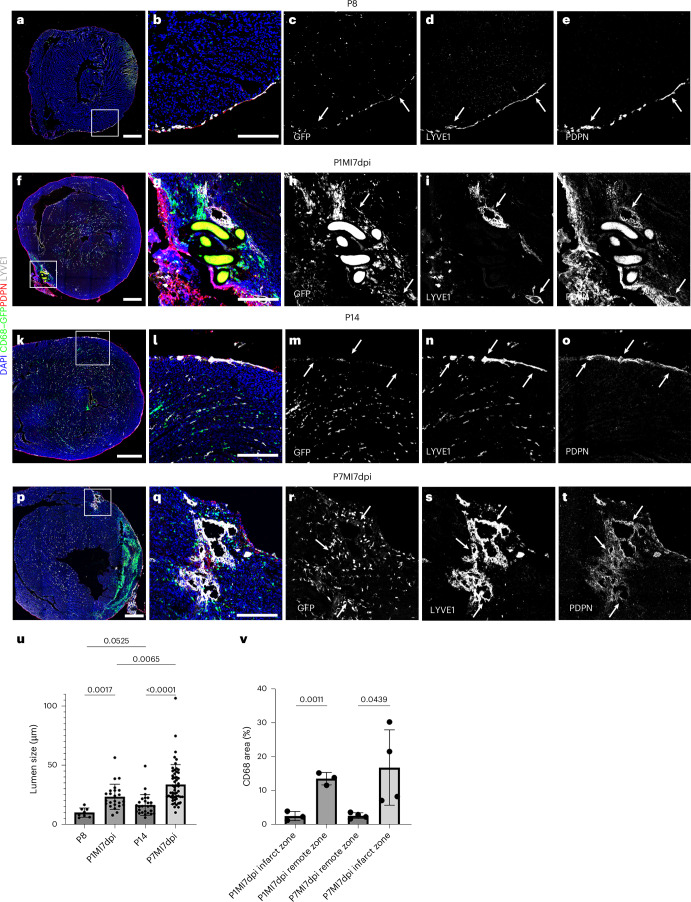
Lymphatic vessel expansion and macrophage accumulation at the site of injury. Serial sections and immunostaining for PDPN and LYVE-1 in intact P8 (**a**–**e**) versus injured hearts at P1 (day 7 after MI; **f**–**j**) and in intact P14 (**k**–**o**) versus injured hearts at P7 (day 7 after MI; **p**–**t**) confirmed the limited lymphangiogenic response relative to intact P8 and P14 controls (compare **a**–**e** to **f**–**j** and **k**–**o** to **p**–**t**) after MI at P1 compared to P7 (compare **g**–**j** to **q**–**t**). There was an increased number of lymphatic vessels with dilated lumen in P7 MI samples compared to the P14 intact controls (compare **b** to **g** and **l** to **q**). hCD68–eGFP^+^ macrophages were enriched at the site of injury after MI at P1 and P7 (**h** and **r**). Suture is visible through autofluorescence in **f**–**h** and **j**. Quantification of cardiac lymphatic lumen (**u**). Quantification of macrophage density (**v**). **b**–**e**, magnified view of **a** box; **g**–**j**, magnified view of **f** box; **l**–**o**, magnified view of **k** box; **q**–**t**, magnified view of **p** box. Data are presented as mean ± s.e.m. *n* = 2 hearts for P8, P1MI7dpi and P7MI7dpi and *n* = 3 hearts for P14 in **u**. The mean lumen size per timepoint was calculated from pooled results across hearts as technical replicates. *n* = 8, 27, 24 and 53 for P8, P1MI7dpi, P14 and P7MI7dpi, respectively, and *n* = 3 for P1MI7dpi in **v** and *n* = 4 for P7MI7dpi in **v**. Significant differences were calculated using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar, 0.5 mm for **a**, **f**, **k** and **p**; 0.2 mm for magnified views. Source data

Collectively, these results revealed modest lymphangiogenesis after MI at P1, whereas, at P7, the expansion of the lymphatic vessels proximal to the infarct was significant, mimicking the adult heart response^1,3^. Injury at both stages resulted in an accumulation of CD68^+^ macrophages, co-localized with the lymphatic vessels at the injury site.

### The cardiac lymphatics at P1 do not function to clear macrophages after injury

To assess whether the neonatal cardiac lymphatics function to clear macrophages from the injured heart to draining lymph nodes, we carried out adoptive cell transfer of *hCD68–eGFP* monocytes into injured WT donors. Splenic *hCD68–eGFP* monocytes were isolated from adult mice, to ensure that they were competent to be trafficked, and approximately 3 × 10^4^ cells were injected into the myocardium of CD1 P1 and P7 recipient mice at the time of MI surgery (Fig. 4a). The hearts and MLNs were harvested at 7 dpi and imaged to identify both engrafted and cleared GFP^+^ macrophages (Fig. 4a). GFP^+^ macrophages were present in all hearts and were located predominately at the site of injury in both P1 and P7 mice, confirming successful adoptive transfer and engraftment (Extended Data Fig. 5a–d).

**Fig. 4:**
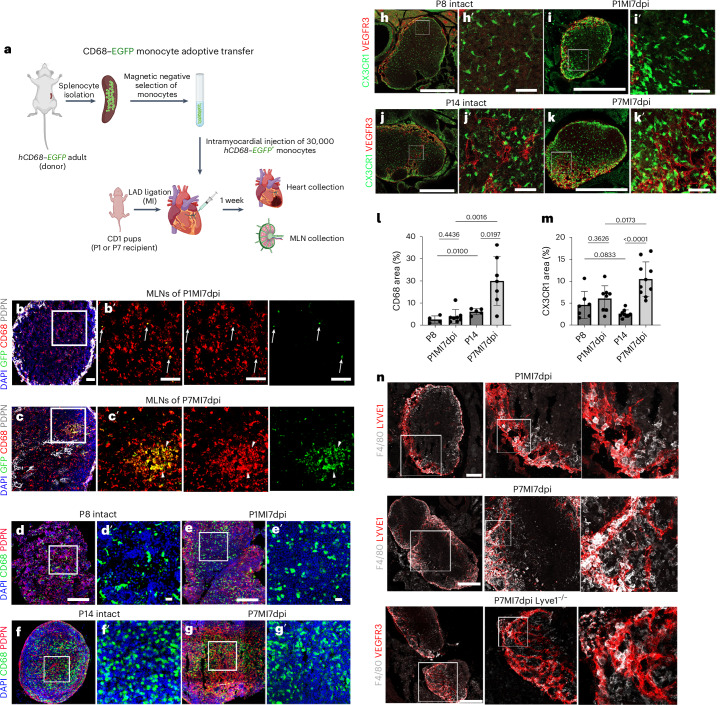
Adoptive transfer of splenic hCD68–GFP^+^ monocytes and imaging of CX3CR1^+^ tissue-resident macrophages reveals different levels of clearance to MLNs after MI at P1 versus P7. Schematic of the adoptive cell transfer approach using adult *hCD68–eGFP* transgenic mice as splenic GFP^+^ monocyte donors, for intramyocardial delivery into recipient neonatal CD1 mice at the time of MI surgery to assess immune cell trafficking (**a**). Immunostaining for CD68 and endogenous GFP fluorescence in tissue sections derived from MLNs of P1 and P7 mice that underwent MI, determining the presence of cleared CD68^+^GFP^+^ macrophages (**b′** white arrows and **c′** white arrowheads). CD68^+^GFP^+^ macrophages were substantially reduced in MLNs after MI at P1 compared to after MI at P7 (compare **b** and **c**). Visualization of endogenous GFP^+^ macrophages in MLNs from *hCD68–eGFP* mice confirmed minimal clearance at P1 after MI, which appeared increased at P7, compared to the respective intact controls that contained resident MLN GFP^+^ macrophages (compare **d** and **e** and compare **f** and **g**). Similar visualization in *CX3CR1–eGFP* mice also confirmed minimal clearance at P1 after MI, which increased at P7 (compare **h** and **i** and compare **k** and **j**). Quantification of macrophage numbers in the MLNs validated these observations and indicated that the difference in clearance at P1 versus P7 was significant (**l**,**m**). F4/80^+^ macrophages visualized within afferent lymphatic lumens of MLNs after MI at P7 but not at P1 and evidence of macrophage drainage disruption after P7 MI in the *Lyve1*^−*/*−^ mutant setting (**n**). **b′**–**k′** indicate magnified view of panel boxes. Data are presented as mean ± s.e.m. In **l**, *n* = 4 for P8, *n* = 8 for P1MI7dpi, *n* = 5 for P14 and *n* = 7 for P7MI7dpi. In **m**, *n* = 7 for P8, *n* = 8 for P1MI7dpi, *n* = 9 for P14 and *n* = 10 for P7MI7dpi. Magnification boxes are illustrative. Quantification was conducted across the entire MLN area within 10-μm sections. Significant differences were calculated using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bars, 50 μm for **b** and **c**; 0.5 mm for **d**–**k**; 20 μm for **d′**–**k′**; and 250 μm for **n**. Source data

PDPN staining was used to confirm the identification of the MLNs in early postnatal mice and was localized to both the periphery and central areas of the isolated lymph nodes (Fig. 4b,c). MLNs were also stained with an antibody against the pan-monocyte/macrophage marker CD68, which revealed that only a small number of GFP^+^ macrophages were identified in the MLNs of mice that underwent MI at P1 (Fig. 4b′), whereas large clusters of GFP^+^ macrophages were evident in the MLNs of mice that underwent MI at P7 (Fig. 4c′).

To further validate the adoptive transfer data, and to extend the analysis more specifically to tissue-resident macrophages, MLNs were isolated from *hCD68–eGFP* and *CX3CR1–eGFP* injured and control mice. *CX3CR1–eGFP* was previously shown to mark tissue-resident macrophages (reviewed in ref. ^28^). The MLNs were sectioned, and images were acquired for quantification of the CD68^+^ or CX3CR1^+^ macrophage numbers in relation to the lymph node size (Fig. 4d–k). The presence of both CD68^+^ and CX3CR1^+^ macrophages in MLNs 7 days after MI at P1 was not significantly different compared to intact P8 hearts (compare Fig. 4d′ to Fig. 4e′ and Fig. 4h′ to Fig. 4i′; Fig. 4l,m), whereas CD68^+^ and CX3CR1^+^ macrophage numbers were significantly elevated after MI at P7 (20.1% and 10.6%) compared to P14 intact hearts (6.4% and 2.8%) (*P* < 0.05) (compare Fig. 4f′ to Fig. 4g′ and Fig. 4j′ to Fig. 4k′; Fig. 4l,m). Staining for F4/80 facilitated delineation of macrophages from dendritic cells and confirmed the increased presence of macrophages within the afferent lymphatics, draining to the MLNs, at 7 days after MI at P7 but not at P1 (Fig. 4n). Furthermore, MLNs were also examined in *Lyve1* knockout (KO) mice 7 days after MI at P7, when macrophages are observed to accumulate in the WT setting (Fig. 4n), revealing disrupted lymphatic trafficking and an absence of macrophages within the afferent lymphatic lumen compared to WT controls.

To exclude the possibility that the increased CD68^+^ and CX3CR1^+^ macrophage numbers found in the MLNs after MI at P7 was due to a proliferative response of lymph-node-resident macrophages, MLNs were stained with the proliferation marker phospho-histone H3 (PH3; Extended Data Fig. 6a–o). Macrophages were found to proliferate in the subcapsular sinus of MLNs from both intact (P14) and P7 infarcted mice after 7 days (Extended Data Fig. 6c,f). However, most CD68^+^ and CX3CR1^+^ macrophages were localized to the medullary sinus and were negative for PH3 (Extended Data Fig. 6b,e,g–o). The absence of PH3^+^ macrophages from the medullary sinus of MLNs in mice after MI confirms that the elevated number of GFP^+^ macrophages from the adoptive transfer experiments arose from lymphatic-based clearance from the heart to the lymph nodes.

Taken together, these data reveal that cardiac lymphatics significantly clear CD68^+^, CX3CR1^+^ and F4/80^+^ macrophages via the afferent lymphatics to the draining MLNs after MI at P7 but do not clear macrophages from infarcted P1 hearts.

### Morphological changes in cardiac lymphatic endothelial cell–cell junctions at P1 versus P7

A potential explanation underlying the differential ability of the cardiac lymphatics to traffic macrophages at P1 versus P7 after injury may arise from continued developmental changes to the lymphatic vasculature during the immediate neonatal period after birth. LECs have specialized intercellular junctions with different degrees of cell permeability, termed buttoned and zippered junctions^29^. In the lungs and trachea, the junctions of initial lymphatics undergo transformation during postnatal development, replacing tightly zippered with discontinuous, more cell-permeable button-like junctions, comprising mostly the same junctional proteins^30^. To study the junctions in initial lymphatics of the neonatal heart, we performed comparative immunostaining for VE-cadherin, whose expression is maintained in zippers, and LYVE-1 using high-resolution confocal imaging (Fig. 5). At P1, the initial lymphatics contained predominantly zipper-like junctions with continuous VE-cadherin expression and no gaps between neighboring LECs (Fig. 5a–c). By P7, button junctions were evident, defined as discontinuous approximately 3-μm gaps in VE-cadherin expression^29,31^, albeit still with a proportion of zippers (Fig. 5d–f); however, by P14, the junctions were predominantly button like, with discontinuous VE-cadherin and gaps between adjacent LECs (Fig. 5g–i), with the percent incidence of each junction type in Fig. 5j quantified as previously reported^31^. Thus, there is a transformation from zipper through intermediate to button junctions occurring between P1 and P7, which is still ongoing by P14, representing a dynamic change in junction morphology, which continues during later stages of postnatal heart development. The majority zipper junction phenotype at P1 would effectively exclude immune cell clearance after injury at this stage, whereas the appearance of button junctions by P14 corresponds to 7 days after MI at P7 and supports clearance at this stage, consistent with our adoptive transfer experiments (Fig. 4).

**Fig. 5:**
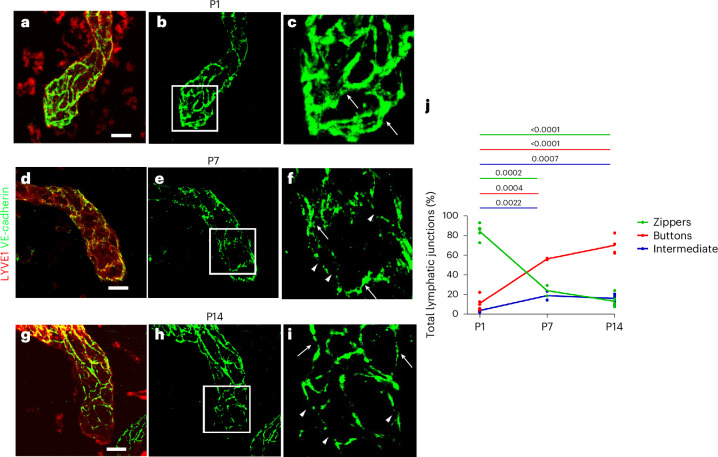
Cell–cell junctions of cardiac LECs undergo transformation during postnatal development. High-magnification confocal imaging of LECs within vessels stained for VE-cadherin and LYVE-1 enabled visualization of cell–cell junctions at different postnatal stages (**a**–**i**). The morphology of the junctions at P1 appeared to be continuous, resembling that of zippers (arrows in **c**). Zippered junctions were also observed at P7 (arrows in **f**), but there was also the emergence of discontinuous buttoned junctions (arrowheads in **f**) as well as those that were intermediate between zipper and button, indicative of a more cell-permeable endothelium. The more complete transformation to buttoned junctions was further evident by P14 (arrowheads in **i**), although some intermediate and zippered junctions were still evident at this stage (arrows in **i**). Quantification of the percent incidence of the three junction types (zippered, intermediate and buttoned) across the P1–P7–P14 timecourse (**j**) reveals the trend in transition from zippered (impermeable) to buttoned (permeable) during postnatal development. Macrophage morphology also transformed during this 2-week period. *n* = 5 for P1 and P14, *n* = 2 for P7; lymphatic vessel tips within the visual field were analyzed, 2–4 per heart. Significant differences were calculated using unpaired Student’s *t*-tests. Mean percent was plotted. Scale bars, 20 μm. Source data

### Distinct molecular signatures and altered signaling between LECs and macrophages

To understand whether differences observed in the lymphangiogenic response and immune clearance function of cardiac lymphatics after MI at P1 and P7 might also involve an altered LEC molecular phenotype and/or distinct signaling between LECs and macrophages, we carried out scRNA-seq at different timepoints using the 10x Genomics Chromium platform (Fig. 6a). Accordingly, the hearts from P1 and P7 CD1 mice were harvested 1 day and 7 days after MI, along with their corresponding non-infarcted controls, and the six individual cDNA libraries were constructed for scRNA-seq. The resulting data were analyzed in R using published Seurat pipelines with automated cluster annotation and manual consolidation of published gene markers^32,33^ for individual cell types.

**Fig. 6:**
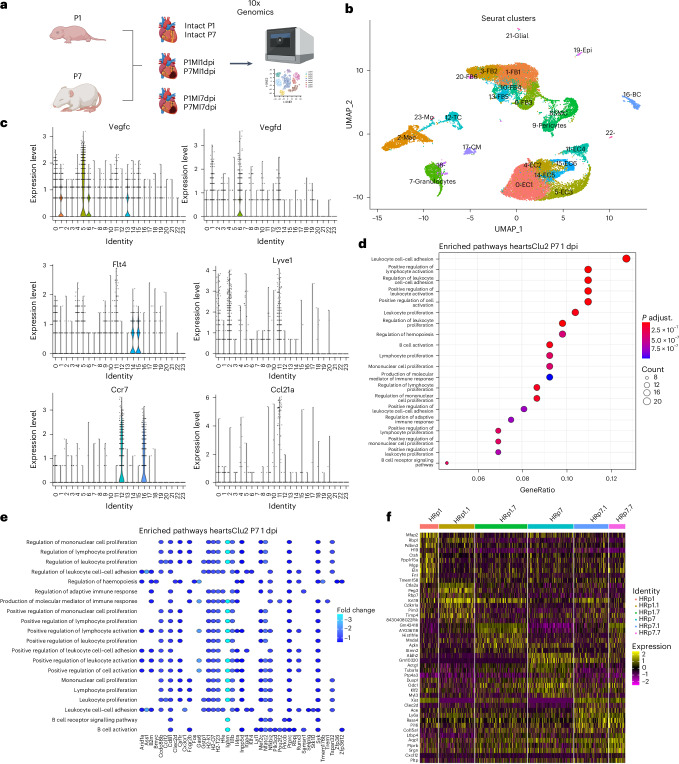
Expression of gene markers for macrophage and lymphatic endothelial cell populations. Schematic of the generation of scRNA-seq datasets of control and injured P1 versus P7 CD1 mice. Hearts were harvested at 1 day after MI (P1MI1dpi and P7MI1dpi) or 7 days after MI (P1MI7dpi and P7MI7dpi). For the intact conditions, the samples were collected at either P1 or P7 (Intact P1 and Intact P7). The samples were FACS sorted using 7-AAD to isolate live cells, and libraries were prepared for sequencing using the 10x Genomics platform (**a**). For each timepoint, one library was generated using pooled tissues dissected from three individual animals to control for differences among individual animals, surgery and tissue dissociation variations. UMAP plot showing the different major clusters, ‘heartsClu2’, in two dimensions (**b**). To validate the clustering, known lymphatic-associated and macrophage-associated genes were examined using the integrated scRNA-seq dataset (**c**). Unbiased Gene Ontology analysis identified pathways upregulated in macrophages after injury at P7 compared to P1 (**d**) and genes potentially driving these pathways (**e**). Significant differences between Gene Ontology term enrichment were calculated using Fisher’s exact test. **f**, Heatmap of changes in lymphatic endothelial cell gene expression across conditions. Panel **a** created with BioRender.com. Clusters: 0-EC1 (endothelial cells 1), 1-FB1 (fibroblasts 1), 2-Mac, 3-FB2 (fibroblasts 2), 4-EC2 (endothelial cells 2), 5-EC3 (endothelial cells 3), 6-FB3 (fibroblasts 3), 7-Granulocytes, 8-SMC (smooth muscle cells), 9-Pericytes, 10-FB4 (fibroblasts 4), 11-EC4 (endothelial cells 4), 12-TC (T cells), 13-FB5 (fibroblasts 5), 14-EC5 (endothelial cells 5), 15-EC6, 16-BC (B cells), 17-CM (cardiomyocytes), 18-unassigned, 19-Epi (epicardium), 20-FB6 (fibroblasts 6), 21-Glial (glial cells), 22-unassigned, 23-Mo (monocytes).

The scRNA-seq data were analyzed to determine macrophage and monocyte heterogeneity in the macrophage populations as well as potentially altered signaling with LECs after MI at P1 versus P7 stages. Altogether, 23 clusters of cells with defined gene expression signatures were identified and visualized across two dimensions using uniform manifold approximation and projection (UMAP; Extended Data Fig. 7a). This revealed four major clusters: endothelial cells (which included a smaller subset of LECs), fibroblasts, immune cells as well as mural pericytes and smooth muscle cells as determined by canonical marker gene expression analyses (Extended Data Fig. 7b)

We initially sought to assess macrophage and monocyte heterogeneity in the designated macrophage population as well as potentially altered signaling with LECs after MI at P1 versus P7 stages. Using automated cluster annotation and manual consolidation of published gene markers for monocyte and macrophage subpopulations^32^, eight clusters with defined gene expression signatures were identified (Extended Data Fig. 7c). These included five macrophage clusters designated Mf1–Mf4, a proliferating macrophage cluster designated Prol Mf and two monocyte clusters designated Mono and Mono/Mf (Extended Data Fig. 7c–f). Next, we determined the representation of the various macrophage subpopulations in the postnatal heart (Extended Data Fig. 7g,h). In intact P1 and P7 hearts, macrophages and monocytes made up a combined 3–4% of non-myocyte cell types. There was a rapid expansion of Mf2 macrophages from 0.65% in the P1 control to 5.69% 1 day after P1 MI. Similarly, Mf2 macrophages increased from 0.22% in the P14 control to 5.27% 1 day after P7 MI, illustrating the immediate effect of injury on Mf2 expansion at both stages. A more gradual increase was observed in the percentage of Mf1 macrophages after MI: in the P1 control, 0.91% increased to 1.51% at 1 day after MI, finally reaching 2.26% at 7 dpi and 0.77% in the P7 control, rising to 1.24% at 1 day after MI and 2.59% at 7 days after MI. The percentage of Mf3 and Mf4 macrophages remained stable at 0.5% across all conditions and timepoints. The percentage of monocytes was low and similar in intact versus injured hearts at P1 (1.04% in intact controls versus 1.90% 7 days after MI), whereas they increased significantly with injury at P7 (from 0.7% in intact controls versus 3.39% at 7 days after MI). This suggests a limited contribution of monocytes after MI at P1, in contrast to increased infiltration after MI at P7. Finally, there was an increase in the percentage of Mono/Mf macrophages from 1.24% in the P1 control to 2.05% at 1 day after MI before it decreased to 0.99% at 7 days after MI. The increase observed in the percentage of Mono/Mf macrophages in P7 hearts after MI was more gradual, rising from 0.41% in the P7 control to 1.93% 7 days after MI (Extended Data Fig. 7h).

To distinguish whether the increase in the percentage of Mf1 and Mf2 macrophages observed after MI across early postnatal stages was due to proliferation or to monocyte recruitment and differentiation, the gene expression levels of the top five markers for Mf1, Mf2, Mono/Mf and Mono clusters were investigated in Prol Mf (Extended Data Fig. 7i). Prol Mf macrophages expressed high levels of Mf1 markers in all conditions and timepoints, whereas they expressed Mf2 markers mainly 1 day after MI at both P1 and P7. By contrast, there was little to no expression of Mono and Mono/Mf markers by Prol Mf macrophages. Absolute numbers of cells and differentially expressed genes are included in Supplementary Table 1.

Overall, these results indicate that postnatal hearts are populated predominantly by two tissue-resident macrophage populations: the Mf1 population that is *Lyve1*^+^;*Ccr2*^−^;*Arg1*^−^ and the Mf2 population that is *Lyve1*^−^;*Ccr2*^+^;*Arg1*^+^. These macrophage populations have a different temporal response to neonatal MI. Mf1 macrophages proliferate during postnatal development and expand gradually during the first 7 days after MI at P1 and P7, whereas Mf2 macrophages expand rapidly through proliferation 1 day after MI at P1 and P7 and subsequently decrease.

Macrophages have been described to interact with several cell populations in intact hearts and after injury^32,33^. In the present study, the macrophage interactome was analyzed using the scTalk pipeline in R^33^ to determine the expression of known ligands and receptors in all clusters of the postnatal heart. We subsequently focused on potential signaling between macrophages and LECs that might promote lymphangiogenesis and/or macrophage clearance in the postnatal heart. LECs showed substantially more inbound connections than outbound (Extended Data Fig. 7j,k). By contrast, macrophages were found to have significantly more outbound connections (Extended Data Fig. 7j,k), communicating with endothelial cells, platelets, pericytes and all immune cells by paracrine signaling, with evidence of additional autocrine signaling (Extended Data Fig. 7k). LECs appeared to communicate primarily with fibroblasts, granulocytes and platelet cells (Extended Data Fig. 7k). Further analysis of ligands secreted by LECs and macrophages (Extended Data Fig. 7l,m) revealed that *Reln* was the most prevalent secreted ligand from LECs, with *Angpt2* (angiopoietin-2) and *Efnb2* (ephrin-B2) as well as *Sema3a* (semaphorin-3A), *Tnc* (tenascin C) and *Ntn1* (netrin-1) also among the top outbound ligands (Extended Data Fig. 7l). RELN has been described as cardioprotective after MI^6,23^ and more recently as a lymphangiocrine signal important for cardiomyocyte homeostasis and efficient heart repair and function after neonatal mouse MI^23^, whereas ANGPT2 and EFNB2 have angiogenic and lymphangiogenic functions^34,35^. As anticipated, ligands found to be expressed by macrophages were categorized based on immune response-related functions; for example, *Ccl7* (C-C motif chemokine ligand 7) has anti-inflammatory functions, and *Ccl2* (chemokine C-C motif ligand 2) is involved in the migration of monocytes and macrophages (Extended Data Fig. 7m).

To conduct pathway enrichment analysis, we reclustered our scRNA-seq data to obtain pooled macrophage and LEC groups for each condition (Fig. 6b). To validate our reclustering, we investigated genes of interest (Fig. 6c). The expression of *Vegfc* and *Vegfd* was negligible in macrophages and LECs, which likely accounts for the lack of lymphangiogenesis at P1 (Fig. 2e) despite high macrophage accumulation after MI. Of note, *Vegfc/d* is not expressed by embryonic macrophages but is expressed by adult macrophages^3^. We found the expression of *Lyve1* mainly in macrophages and LECs, as expected. The expression of *Flt4* (encoding VEGFR3) was elevated in LECs with low-level expression in some vascular endothelial cells, likely indicating a common venous origin. Finally, we investigated the expression of the dendritic cell marker *Ccr7* and its ligand *Ccl21*. We found that our macrophage cluster expressed negligible levels of both, whereas LECs express *Ccl21* at high levels, consistent with our qPCR analysis (Extended Data Fig. 4g). This, in turn, suggested that dendritic-cell-like populations were essentially undetectable in the injured hearts across conditions, such that any inference drawn from our trafficking experiments with CD68^+^ cells can be exclusively applied to macrophages at the observed timepoints, as we previously validated by F4/80 staining of the CD68^+^ trafficked population (Fig. 4n). Subsequently, pathway enrichment analysis of macrophages was conducted and revealed upregulation of leukocyte adhesion, activation and proliferation after injury at P7 compared to P1 (Fig. 6d,e).

Reclustering our LECs (Extended Data Fig. 7n) facilitated in-depth unbiased differential gene expression analysis for LECs (Fig. 6f), which revealed distinct molecular signatures between LECs at P1 versus P7, with no enriched pathways in the uninjured state, but enrichment of several pathways and associated genes at P7 relative to P1 after injury (Extended Data Fig. 7o,p).

Finally, potential interactions between ligands and receptors expressed by LECs and macrophages were examined (Extended Data Fig. 8a,b). The scTalk analysis revealed only a single potential interaction between the LEC ligand RELN and the macrophage receptor integrin β1 (ITGB1), which has not previously been described in these cell populations. Subsequent qPCR analyses suggested that *Reln* was downregulated at P7 compared to P1, whereas *Itgb1* expression was unchanged (Extended Data Fig. 8c). We confirmed the qPCR data at the level of protein expression by immunostaining for REELIN combined with LYVE-1, ITGB1 and IBA1. Here, we examined LECs at 5 days after MI following surgery at P2, to be consistent with the stages examined in the prior study^23^, compared to 5 days after MI at P7 and uninjured controls. This revealed positive staining of ITGB1 in IBA1^+^ macrophages (Extended Data Fig. 8d) and elevated expression of REELIN in LECs at P2 compared to P7 at 5 days after MI (compare Extended Data Fig. 8e,f to Extended Data Fig. 8g,h), consistent with a role in the early postnatal regenerative response and validating the scRNA-seq pathway analyses (Extended Data Fig. 8a).

### LYVE-1 plays a role in the regenerative response to injury at P1

In addition to an unbiased analysis of putative regulators of LEC–macrophage interactions, we also took a candidate approach focused on the lymphatic endothelial receptor LYVE-1, given its expression by both cardiac lymphatics and macrophages during early and later postnatal stages, as shown in Fig. 5. As we previously reported, global KO of *Lyve1* leads to disruption of cardiac macrophage clearance after MI in adult mice, attributable to an LEC-autonomous defect that results in augmented pathological remodeling, increased fibrosis and impaired cardiac function^3^. Macrophages are essential for cardiac regeneration after MI at P1 (ref. ^21^), and, as shown here, macrophages are cleared less efficiently after MI at P1 compared to P7. Consequently, we hypothesized that deletion of *Lyve1* would not affect resident macrophage clearance in P1 injured hearts during regeneration but would negatively impact on the clearance of inflammatory/pro-fibrotic macrophages during repair at P7 (as in adults^3^). To test this hypothesis, initially we studied global *Lyve1* KO mice comparing *Lyve1*^*+/*−^ and *Lyve1*^−*/*−^ animals after MI to include functional longitudinal imaging by MRI on day 28 after MI at P1 or P7 (P1MI28dpi and P7MI28dpi, respectively). Intact *Lyve1*^*+/*−^ and *Lyve1*^−*/*−^ mice were also scanned at day 29 or day 35 as controls for P1MI28dpi and P7MI28dpi, respectively. Left ventricular function was assessed by measuring the cardiac output, stroke volume (StV), ejection fraction, end diastolic lumen (EDL) and end systolic lumen (ESL) (Fig. 7a,b). Other cardiac parameters were also calculated: end systolic mass (ESM), end diastolic mass (EDM), heart weight (hwt), heart rate and relative infarct size (Extended Data Fig. 9). Surprisingly, we observed impaired cardiac function in *Lyve1*^*+/*−^ and *Lyve1*^−*/*−^ mice after MI at P1 compared to their respective intact controls (Fig. 7a). Specifically, ejection fraction was significantly decreased 28 days after MI at P1 in *Lyve1*^*+/*−^ mice compared to intact *Lyve1*^*+/*−^ P29 (*P* = 0.026; Fig. 7a). Cardiac output was significantly reduced 28 days after MI at P1 in *Lyve1*^−*/*−^ mice compared to intact *Lyve1*^−*/*−^ P29 (*P* = 0.034; Fig. 7a). Also, StV was significantly lower 28 days after MI at P1 in *Lyve1*^−*/*−^ mice compared to the same condition in *Lyve1*^*+/*−^ (*P* = 0.0134; Fig. 7a). By contrast, due to inherent variation in size and response to injury, no statistically significant differences were observed in ejection fraction, cardiac output, ESL, EDL or StV between the different conditions and timepoints after injury at P7 (Fig. 7b). The values of ESM, EDM and hwt were found to be statistically significant after MI at P1 in *Lyve1*^*+/*−^ mice compared to the other P1 conditions as well as after MI at P7 in *Lyve1*^−*/*−^ mice compared to *Lyve1*^*+/*−^ mice (Extended Data Fig. 9). The heart rate was similar in all conditions examined (Extended Data Fig. 9). Interestingly, a trend for larger relative infarct size was detected 28 days after MI at P7 in *Lyve1*^−*/*−^ mice compared to the other conditions; however, this was not statistically significant (Extended Data Fig. 9).

**Fig. 7:**
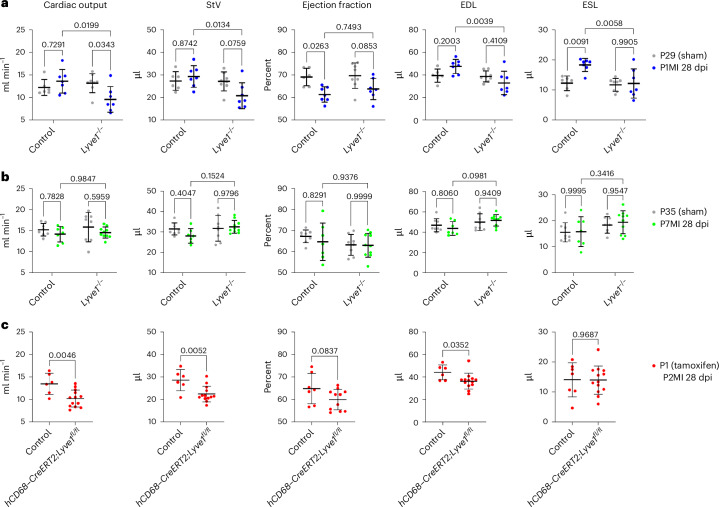
Functional MRI parameters of P1 versus P7 *Lyve1* KO and macrophage-specific *Lyve1* KO hearts 28 days after MI. Plots from longitudinal cine MRI performed on *Lyve1*^*+/*−^ and *Lyve1*^−*/*−^ mice 28 days after MI at P1 and P7 as well as in intact control littermates at comparable P29 and P35 stages (**a**,**b**). MRI revealed significantly reduced cardiac output in P1 *Lyve1*^−*/*−^ mice at 28 days after MI compared to P29 intact *Lyve1*^−*/*−^ controls (**a**). The reduced cardiac output was even more significant than reductions observed for *Lyve1*^−*/*−^ mice injured at P7 at 28 days after MI compared to P35 intact *Lyve1*^−*/*−^ controls (**b**). Plots from MRI performed on *hCD68–CreERT2;Lyve1*^*flox/flox*^ mice 28 days after MI at P2 reveal impaired functional recovery across cardiac output, StV, ejection fraction and end diastolic volume consistent with **a**, differing only in end systolic volume (**c**). Data are presented as mean ± s.d. *n* = 6 for P29 control, *n* = 7 for P1MI28dpi control, *n* = 8 for P29 *Lyve1*^−*/*−^, *n* = 7 for P1MI28dpi *Lyve1*^−*/*−^, *n* = 8 for P35 control, *n* = 7 for P7MI28dpi control, *n* = 8 for P35 *Lyve1*^−*/*−^, *n* = 10 for P7MI28dpi *Lyve1*^−*/*−^, *n* = 7 for P2MI28dpi, *n* = 13 for P2MI28dpi. Significant differences were calculated using two-way ANOVA for **a** and **b** and unpaired two-tailed Student’s *t*-test for **c**. Source data

Taken together, these studies revealed an unexpected association between *Lyve1* and functional outcome after MI at P1, a timepoint normally associated with complete regeneration and preserved function^14^. This confounded our initial hypothesis that, given that pro-regenerative macrophage clearance is not occurring at P1, loss of LYVE-1 would have no effect on recovery from early postnatal MI.

### LYVE-1 maintains the pro-regenerative phenotype of tissue-resident macrophages

The *Lyve1* global KO phenotype suggested an additional, unanticipated role for LYVE-1 outside of the lymphatic endothelium and immune cell clearance and especially given its known expression in tissue-resident macrophages, which are essential for regeneration^21^ and are retained rather than cleared from injured P1 hearts. Accordingly, we hypothesized that LYVE-1 in resident cardiac macrophages (Fig. 6) may play an active role in maintaining their pro-regenerative phenotype. To address this possibility, we conditionally deleted *Lyve1* in macrophages by crossing a newly derived *Lyve1-floxed* line (Jackson, D. G., unpublished) with the recently described *hCD68–CreERT2* mouse line that effectively targets resident macrophages across tissues^36^. We initially tested for appropriate Cre-driver activity by crossing *hCD68–CreERT2* mice with a *R26R–tdTomato* reporter line, which revealed tdTomato reporter expression in CD68^+^LYVE-1^+^ resident macrophages up to 7 days after tamoxifen administration at P1 and MI at P2 (Extended Data Fig. 10a,b). Of note, tamoxifen and surgery cannot be carried out on the same day as the tamoxifen induces respiratory failure, thereby necessitating pretreatment (at P1) followed by surgery 1 day later (at P2).

We next assessed functional parameters by MRI of macrophage-specific *Lyve1* KO animals compared to littermate controls 28 days after MI (Fig. 7c and Extended Data Fig. 10c–e). This revealed impaired function with significantly reduced cardiac output (*P* = 0.0046) in the *hCD68–CreERT2;Lyve1*^*flo*^^*x/flo*^^*x*^ P2 infarcted hearts at day 28 (Fig. 7c). StV and end diastolic volume (Fig. 7c) were also decreased significantly (*P* = 0.0052 and *P* = 0.0352, respectively), consistent with what we observed in the global *Lyve1* KO animals P1MI (Fig. 7a). To gain insight into the cellular mechanism(s) underpinning the change in cardiac function after neonatal MI, we carried out Picrosirius red staining, which suggested a reduced fibrotic area between *hCD68–CreERT2;Lyve1*^*flox/flox*^ P2 infarcted hearts compared to their littermate controls; however, this was not significant at 7 dpi or 28 dpi (Fig. 8a–c and Extended Data Fig. 10e). Given the acknowledged role of macrophages in infarct neovascularization, we conducted further histological analyses with CD31/PECAM immunostaining, in line with previous work^21^. Intriguingly, this revealed an impaired vascular response at day 7 after MI in the macrophage-specific mutants after MI (Fig. 8d). No significant differences were observed in macrophage concentration at the infarct site (Fig. 8e).

**Fig. 8:**
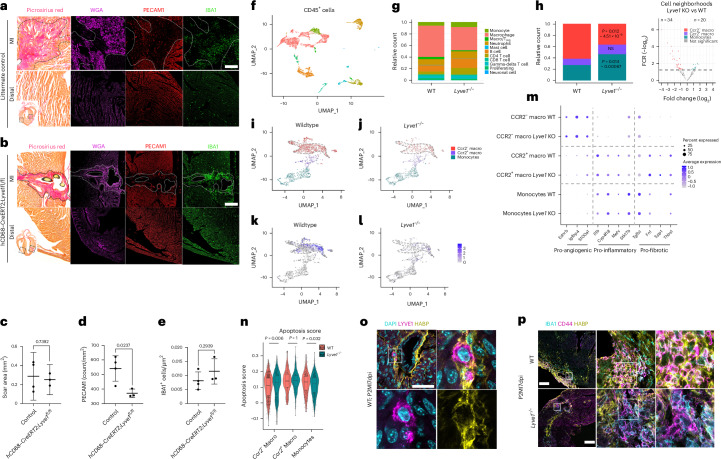
Impaired vascular response in *hCD68*–*CreERT2;Lyve1*^*flox/flox*^ infarcted hearts and a population shift toward inflammatory monocytes in *Lyve1* KO CD45^+^ cells at day 7 after MI. Identification of scar area at 7 dpi using wheat germ agglutinin (WGA) and Picrosirius red fibrosis stain. Visualization of vasculature and macrophages with CD31 (PECAM1) and IBA1, respectively. Representative images of littermate control (**a**) and *hCD68–CreERT2;Lyve1*^*flox/flox*^ (**b**) sections illustrating reduced neovascular response in *Cre*^+^ sections. Quantification of scar area revealed no significant difference between conditions (**c**). Quantification of discrete PECAM1 signal within the infarct zone relative to area as an indicator of vascular response revealed significantly reduced PECAM1-stained vasculature in *Cre*^+^ hearts (**d**). Quantification of macrophages by IBA1 stain revealed no significant difference between conditions (**e**). scRNA-seq was conducted, comparing CD45^+^ enriched cells from neonatal *Lyve1* KO versus WT hearts at P2MI7dpi. The samples were FACS sorted using 7-AAD and CD45 to isolate live CD45^+^ cells, and libraries were prepared for sequencing using the 10x Genomics platform. UMAP plot of grouped WT and *Lyve1* KO CD45^+^ cells (**f**). Comparison of CD45^+^ cell subset proportions between WT and *Lyve1* KO conditions (**g**), including statistical analyses of quantified differences between subsets after deconvolution of individual heart samples by Vireo5 (ref. ^37^) (**h**). Macrophage subset clustering in WT (**i**) and *Lyve1* KO (**j**). *Lyve1* gene expression within subclusters in WT (**k**) and *Lyve1* KO (**l**). Dot plot illustrating relative expression of key pro-angiogenic, pro-inflammatory and pro-fibrotic genes in each macrophage subset and between WT and *Lyve1* KO (**m**). Cumulative apoptotic marker expression scores between conditions and macrophage subsets (**n**). Representative LYVE1^+^ macrophage possessing an HA glycocalyx (**o**). Differential HA glycocalyx staining between WT and *Lyve1*^−*/*−^ macrophages (**p**). *n* = 4 control hearts, *n* = 3 *hCD68–CreERT2;Lyve1*^*flox/flox*^ hearts; four sections per heart for **a**–**e**, pooled samples from *n* = 5; five hearts for **f**–**m**. The box center in violin plots in **n** indicates the median; the lower and upper hinges correspond to the first and third quartiles; and the whiskers extend to values with a distance from the hinges that is at most the interquartile range multiplied by 1.5. Box plot parameters, including cell counts, are available in the Source Data. Unpaired Student’s *t*-tests were used to determine significance in **c**–**e**. Bonferroni-corrected pairwise Wilcoxon rank-sum test was used to determine significance in **n**. Qualitative observations in **o** and **p** were repeated across the scar and in a second infarcted heart. Scale bars, 200 μm for **a**, **b** and **p**; 50 μm for **o**. FDR, false discovery rate; HA, hyaluronic acid; macro, macrophage; NS, not significant; T_reg_, regulatory T cell. Source data

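Single-cell RNA sequencing (scRNA-seq) was run on live CD45+ cells, sorted by FACS as negative for the dead-cell stain 7-AAD, from hearts that had myocardial infarction (MI) at postnatal day 2 and were taken 7 days later, at an age of 9 days. Cells of 5 WT hearts were pooled into 1 library and cells of 5 *Lyve1* KO hearts into 1 library, so no genotype had a replicate library. The libraries were made with 10x Genomics 5′ chemistry. The authors counted unique molecular identifiers (UMIs), which mark single RNA molecules, per gene and cell with Cell Ranger on the mouse mm10/GRCm38 reference, and deposited these counts without normalization for 32285 genes. The WT table held 67968938 UMIs and the KO table 61555917, and the lowest cell barcode had 500 UMIs in both. The cell limits of the paper's methods (at least 500 genes, at least 250 UMIs and at most 30% mitochondrial UMIs) kept 4285 WT and 3464 KO barcodes. Doublets were scored per library with scrublet, whose automatic call marked 1 WT and 4 KO barcodes. The 98 WT and 73 KO barcodes with the highest scores, the number expected from the loading, were therefore left out. This left 4187 WT cells with 63542936 UMIs (median 11104 per cell) and 3391 KO cells with 57666174 UMIs (median 12909 per cell). Both libraries were log-normalized, integrated and clustered with Seurat, with S and G2/M scores regressed out. The 285 genes compared later, *Lyve1* and *Cd44* among them, were kept out of the clustering, so that no cluster was defined by a gene that was then compared. Gene levels are given as CPM, scaled to the summed UMIs of the same cells, and log2 ratios were taken after adding 10 CPM to both sides. Shares of cells with a UMI, scores and cell cycle phases were computed after each cell had been thinned at random to 5800 UMIs, leaving out shallower cells. With 1 library per genotype no test between genotypes was possible. The 95% intervals (exact Poisson for summed counts, Clopper-Pearson for shares, Newcombe for differences between shares) cover counting error only, not the spread between hearts. *Lyve1* (ENSMUSG00000030787), on chromosome 7 from 110850607 to 110863239, had 15783 UMIs in the WT library (248 CPM, 245–252) and 760 UMIs in the KO library (13.2 CPM, 12.3–14.2) over all kept cells.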

To interrogate the molecular role of LYVE-1 in macrophages, scRNA-seq analysis of pooled CD45^+^ enriched cells from neonatal *Lyve1* KO versus WT hearts (*n* = 5 per group) at P2MI7dpi was conducted, thus capturing all immune cells including macrophages at a timepoint consistent with the observed impaired neovascularization in *hCD68–CreERT2;Lyve1*^*flox/flox*^ animals (Fig. 8f–m). To facilitate statistical analysis of pooled samples, deconvolution of individuals by unique single-nucleotide polymorphisms per heart was carried out using Vireo5 (ref. ^37^) (Extended Data Fig. 7q). 

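The assignment of cells to hearts rests on variants in the reads and cannot be repeated from tables of counts, so each library was treated as a single sample. Transcripts linked to sex divided each pool into parts from different animals. Cells with at least 1 UMI of *Xist* and none of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were taken as female and the reverse as male. In the WT library, 1034 of 4187 cells (24.7%) were female, 1989 (47.5%) male, 69 (1.65%) had both kinds of transcript and 1095 (26.2%) had neither. In the KO library, 983 of 3391 cells (29.0%) were female, 1435 (42.3%) male, 42 (1.24%) had both and 931 (27.5%) had neither. Each pool thus held hearts of both sexes, in numbers that the counts do not give.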

Initial clustering identified macrophage subsets, grouped broadly as monocytes, CCR2^+^ macrophages and CCR2^−^ macrophages (Fig. 8f). 

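The kept cells fell into 31 clusters, which were named from lists of marker genes. The clusters nearest to macrophages and monocytes, without unnamed ones of low depth, were then clustered again into 15 clusters (1977 WT and 1325 KO cells). Of these cells, 412 WT and 187 KO cells came from 2 clusters that had not met the naming rule at the first step, because cardiomyocyte or proliferation genes led them. Of the 15 clusters, 8 were CCR2- macrophage-like, 2 were CCR2+ macrophage-like and 3 were monocyte-like, and 2 stayed unnamed. The smaller CCR2+ macrophage-like cluster, of 34 WT and 33 KO cells, is led by *Cd209a* and had 2 dendritic cell markers among its 10 leading genes. The names were rebuilt here, so a difference from the paper's subsets can come from the naming. *Ccr2* (ENSMUSG00000049103), on chromosome 9 from 124101950 to 124113557, was 1 of the 10 markers of the CCR2+ list, and its level describes the names. It was 41.8 CPM in WT and 50.2 CPM in KO CCR2- macrophage-like cells, 600 and 703 CPM in CCR2+ macrophage-like cells, and 812 and 758 CPM in monocyte-like cells. Of all kept cells, 8.41% were neutrophil-like in WT and 9.91% in KO, 9.89% and 13.7% B cell-like, and 7.52% and 11.4% T cell-like. The share of T cell-like cells differed by 3.89 percentage points (2.56 to 5.24, KO minus WT), and by 5.86 points with limits of at least 1000 genes and at most 10% mitochondrial UMIs, the alternative that moved it most. The T cell-like cluster led by *Arpp21*, *Dntt* and *Rag1* went the other way, with 136 WT and 70 KO cells. The rise thus lay in the other T cell-like clusters. A cluster led by *Ctla4*, nearest to the T cell list, stayed unnamed and held 33 WT and 49 KO cells. Each remaining immune class held at most 1.62% of either library. In all, 901 WT cells (21.5%) and 644 KO cells (19.0%) were in clusters without a name. Most of these, 830 WT and 557 KO cells, were in clusters of low depth, with medians of 1276 and 926 UMIs per cell. These low-depth clusters were nearest to the macrophage list but were not clustered again, so the subset shares do not cover them.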

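Among the macrophage-like and monocyte-like cells, CCR2- macrophage-like cells made up 1235 of 1952 cells in the WT library (63.3%, 61.1–65.4) and 556 of 1317 in the KO library (42.2%, 39.5–44.9), a difference of −21.1 percentage points (−24.4 to −17.6). CCR2+ macrophage-like cells made up 236 cells (12.1%, 10.7–13.6) in WT and 224 (17.0%, 15.0–19.1) in KO, a difference of 4.92 points (2.46 to 7.45). Monocyte-like cells made up 481 (24.6%, 22.7–26.6) and 537 (40.8%, 38.1–43.5), a difference of 16.1 points (12.9 to 19.4). The paper's own cells, assigned to hearts, give the paper's shares of 60.8% of 1967 WT cells and 36.8% of 1293 KO cells for the CCR2- subset, 12.0% and 16.4% for the CCR2+ subset and 27.1% and 46.8% for monocytes (Supplementary Table 2). These shares sum to a fixed total, so a fall in 1 subset raises the others. With all variable genes used for clustering, the CCR2- share differed by −14.2 points, and by −3.78 points of all kept cells. Counted over all kept cells in the main run, the CCR2- share was 29.5% in WT and 16.4% in KO, a difference of −13.1 points (−14.9 to −11.2). On that basis the monocyte-like share was 11.5% and 15.8%, a difference of 4.35 points (2.79 to 5.92). The CCR2+ macrophage-like share was 5.64% and 6.61%, and its difference of 0.969 points (−0.112 to 2.07) was within counting error.

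**Figure D1:**
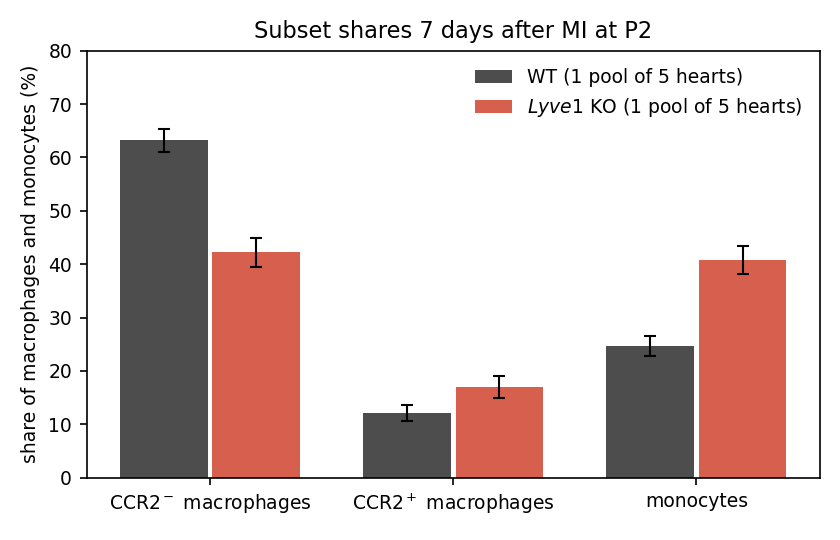
Share of each subset among macrophage-like and monocyte-like cells, in percent, for the WT and *Lyve1* KO library, 1 pool of 5 hearts each. Bars are shares and error bars 95% Clopper-Pearson intervals, which cover counting error only; the CCR2- bar is at 63.3% in WT and 42.2% in KO.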

We observed statistically significant reductions in the CCR2^−^ subpopulation cell neighborhoods (*P* = 0.012–4.51 × 10^−9^) and corresponding statistically significant elevation of the CCR2^+^ subpopulation in the *Lyve1*^−/−^ samples compared to WT (*P* = 0.014–0.00067) (Fig. 8g,h and Supplementary Table 2). This represents a loss of the CCR2^−^ tissue-resident macrophage population, which is replaced by CCR2^+^ monocyte-derived populations in the KO background. 

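The cells taken as male and as female come from different hearts of each pool. Among male macrophage-like and monocyte-like cells, the CCR2- subset was 68.9% of 1174 WT cells (66.2–71.5) and 43.1% of 645 KO cells (39.2–47.0), a difference of −25.8 percentage points (−30.4 to −21.1). Among female cells it was 55.9% of 576 WT cells (51.7–60.0) and 41.9% of 525 KO cells (37.6–46.3), a difference of −14.0 points (−19.8 to −8.10). The monocyte-like share rose from 20.2% to 37.1% among male cells and from 28.6% to 43.4% among female cells. The CCR2+ macrophage-like share rose from 10.9% to 19.8% among male cells, by 8.94 points (5.47 to 12.6), whereas among female cells it was 15.5% and 14.7%, a difference of −0.785 points (−5.00 to 3.48). The paper's own basis is a test of cell neighborhoods between genotypes, made after cells had been assigned to single hearts. It reports a reduction of CCR2- cell neighborhoods and an elevation of the CCR2+ subpopulation in KO. From this test the paper concludes that tissue-resident macrophages were lost and that CCR2+ populations derived from monocytes took their place.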

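In WT CCR2- macrophage-like cells, *Lyve1* had 15220 UMIs (520 CPM, 511–528), and in KO CCR2- macrophage-like cells it had 315 (20.9 CPM, 18.7–23.4), a log2 ratio of −4.10 (−4.23 to −3.96), which moved most, to −4.79, with all variable genes used for clustering. At the thinned depth, 35.2% of 1133 WT cells (32.4–38.1, 102 cells left out) and 9.13% of 493 KO cells (6.74–12.0, 63 left out) had a *Lyve1* UMI. Without thinning these shares were 41.0% and 24.6%, at median depths of 22355 and 23588.5 UMIs. B cell-like and T cell-like cells, which should lack *Lyve1*, had a *Lyve1* UMI in 0.204% of 491 thinned WT cells and 3.48% of 719 thinned KO cells (0.412% and 7.99% without thinning, at median depths of 9693 and 12394 UMIs). Of the 8 CCR2- macrophage-like clusters, all made without *Lyve1*, 3 had a WT *Lyve1* level above the mean of WT macrophage-like and monocyte-like cells (355 CPM): 1 led by *Ccl8*, 1 led by the acute-phase gene *Saa3* and *Prg4*, and 1 of 22 WT and 18 KO cells led by *Trim69*. Together they held 267 of 1952 WT cells (13.7%, 12.2–15.3) and 197 of 1317 KO cells (15.0%, 13.1–17.0), a difference of 1.28 percentage points (−1.14 to 3.77). Of all kept cells they held 6.38% in WT and 5.81% in KO. The sign of the difference depended on the processing. It was −4.64 points without regression of the cell cycle. With the clusters that lacked a name at the first step left out, most cells of the *Ccl8* cluster among them, 4 clusters were above the mean, and the difference was −13.7 points, the value farthest from the main one. *Lyve1* in these clusters was 1236 CPM in WT and 28.2 CPM in KO, and a *Lyve1* UMI was present in 72.2% of 259 thinned WT cells (8 left out) and 15.5% of 193 thinned KO cells (4 left out), or 79.0% and 45.2% without thinning. The other 5 CCR2- clusters held 968 WT cells (49.6%) and 359 KO cells (27.3%), a difference of −22.3 points (−25.6 to −19.0). The largest of them, led by *Olfml3*, held 26.3% of WT and 13.7% of KO cells, with *Lyve1* at 262 CPM in WT and 18.3 CPM in KO. A cut below 262 CPM would have counted it with the clusters above the mean, and no alternative changed the rule of the cut.

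**Figure D2:**
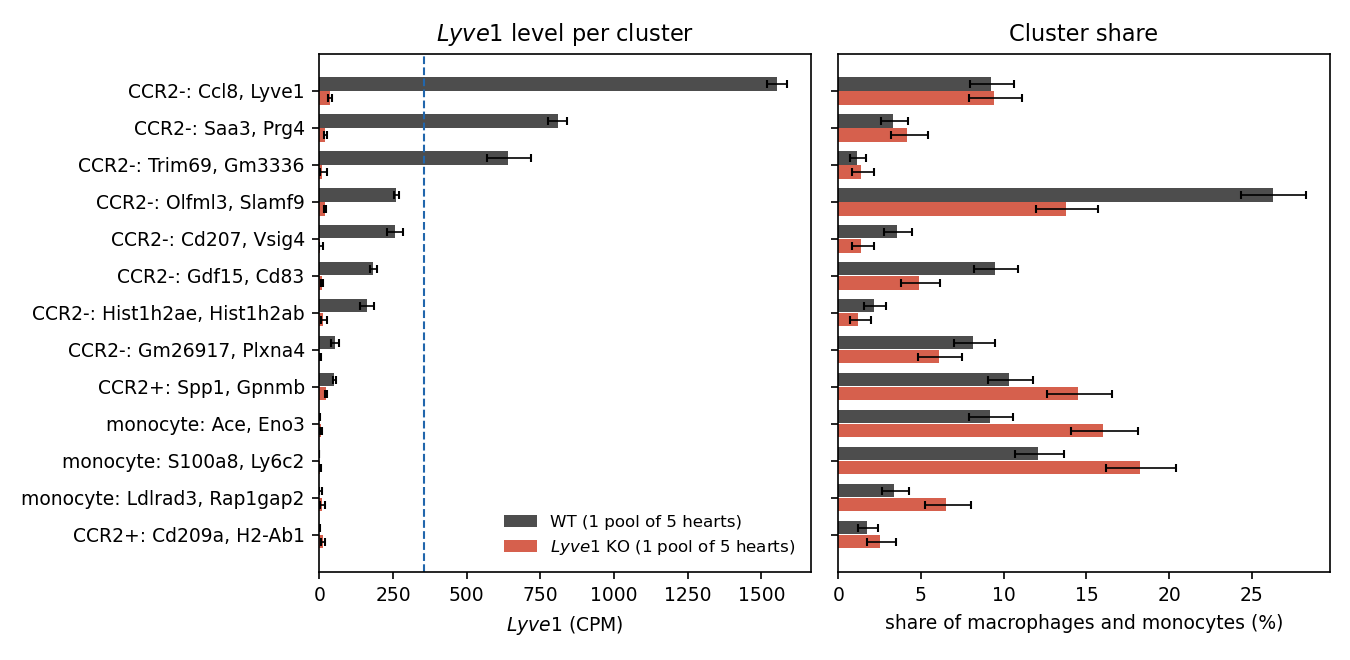
*Lyve1* level and share of cells of each macrophage-like or monocyte-like cluster in the WT and *Lyve1* KO library, 1 pool of 5 hearts each. Error bars are exact 95% intervals for counting error only; the cluster led by *Ccl8* is at 1553 CPM in WT and 36.2 CPM in KO.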

Notably, the *Lyve1*^+^ macrophage clusters identified in WT hearts were still present in the KO setting, albeit in significantly smaller numbers and without expressing *Lyve1*, confirming that loss of *Lyve1* does not result in complete loss of this subpopulation (Fig. 8i–l). Furthermore, unbiased differential gene expression analysis demonstrated alignment of our three identified populations (monocytes, CCR2^+^ and CCR2^−^) with previously reported signatures in terms of effects on angiogenesis, fibrosis and inflammation (Fig. 8m). These gene expression profiles were unchanged between WT and KO conditions (Fig. 8m), strengthening the likelihood that the observed phenotype in the *Lyve1* KO background is due to an effect on the reduced CCR2^−^ macrophage population, leading to increased inflammatory monocyte recruitment.

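The 11 genes of Fig. 8m were read from the figure by eye, and the symbol *S100a1* is uncertain. *Ednrb* (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402), *Igfbp4* (ENSMUSG00000017493, chromosome 11) and *S100a1* (ENSMUSG00000044080, chromosome 3) were highest in CCR2- macrophage-like cells in both libraries. *Ednrb* was at 310 CPM there in WT, against 36.6 CPM in CCR2+ macrophage-like cells and 4.73 CPM in monocyte-like cells. For *Igfbp4* the WT levels were 624, 101 and 3.28 CPM in the same order, and for *S100a1* they were 94.3, 60.6 and 37.1 CPM. *Il1b*, *Mefv*, *Tgfbi*, *Fn1* and *Spp1* were highest in CCR2+ macrophage-like cells in both libraries. *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) was at 1684 CPM in these cells in WT, 1017 CPM in monocyte-like cells and 512 CPM in CCR2- macrophage-like cells. *Tgfbi* (ENSMUSG00000035493, chromosome 13) was at 622, 437 and 279 CPM. *Cyp4f18* and *Stk17b* were highest in monocyte-like cells in both libraries, at 212 and 436 CPM in WT. *Thbs1* (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) was highest in monocyte-like cells in WT (2242 CPM, against 1773 CPM in CCR2+ macrophage-like cells) and in CCR2+ macrophage-like cells in KO (1170 CPM, against 1032 CPM in monocyte-like cells). As a mean of per-cell log-normalized values, *Thbs1* was highest in CCR2+ macrophage-like cells in both libraries (1.88 against 1.54 in monocyte-like cells in WT).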

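Across genes with at least 100 UMIs in both libraries together, log2 CPM of the WT and KO libraries correlated with a Pearson r of 0.988 in CCR2- macrophage-like cells (11119 genes), 0.987 in CCR2+ macrophage-like cells (8533 genes) and 0.992 in monocyte-like cells (8908 genes). Between different subsets of 1 library, r ran from 0.812 to 0.924. These are correlations across genes, which are not independent replicates, and neither tests a single gene. Over the 33 pairs of a Fig. 8m gene and a subset, the median absolute log2 ratio of KO over WT was 0.35, with 22 pairs under 0.5 and 27 under 1. As a mean of per-cell log-normalized values, the choice that moved it most, the median absolute difference was 0.117. *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) rose from 441 to 1872 CPM in CCR2+ macrophage-like cells, a log2 ratio of 2.06, the largest of the 33, with a UMI in 103 WT and 107 KO cells. In CCR2- macrophage-like cells, *Fn1* had a log2 ratio of 1.41 and *Thbs1* of 1.35, from 156 to 413 CPM, whereas in monocyte-like cells *Thbs1* had a log2 ratio of −1.11. The other 2 pairs past 1 were *Igfbp4* in CCR2+ macrophage-like cells (−1.06) and *Spp1* in monocyte-like cells (−1.09, with a UMI in 9 WT and 8 KO cells). The rank and the list of pairs past 1 depended on the added 10 CPM. With 1 CPM added, *Spp1* was at −2.16 in monocyte-like cells and 2.08 in CCR2+ macrophage-like cells. *Ednrb* in monocyte-like cells was then also past 1, at 1.10. Nearly all of the rise of *Fn1* and *Thbs1* in CCR2- macrophage-like cells lay in the cluster led by *Saa3* and *Prg4*, which was 5.26% of them in WT and 9.89% in KO. Its cells gave 468 of the 512 CPM of *Fn1* in WT and 1309 of the 1378 CPM in KO, and 105 and 365 CPM of *Thbs1*. Within the cluster, *Fn1* was at 4464 CPM in WT and 6016 CPM in KO, and *Thbs1* at 1001 and 1677 CPM. Without that cluster *Fn1* went from 49.3 to 87.3 CPM and *Thbs1* from 56.6 to 60.8 CPM. *Spp1* in CCR2- macrophage-like cells had a log2 ratio of 0.54, which turned to −0.19 with all variable genes used for clustering, and *Il1b* there had 0.17, which turned to −0.0083 with the stricter cell limits. Among all tested genes, the largest rises in CCR2- macrophage-like cells were those of *Chil3* (log2 ratio 4.55) and *Serpinb2* (2.91), followed by *Vmn2r26* (2.39), *Slc7a2* (2.30) and *Alox15* (2.24). The 14 WT and 3538 KO UMIs of *Chil3* came from 3 and 9 cells, so its ratio rests on few cells, which an interval for counting error does not cover. Without the cluster led by *Saa3* and *Prg4*, *Chil3* was at 0.0381 CPM in WT and had no UMI in KO, and the log2 ratio fell to 1.40 for *Serpinb2*, 0.93 for *Vmn2r26*, 0.41 for *Slc7a2* and 0.067 for *Alox15*. After *Lyve1*, the largest falls there were those of *Dynlt1b* (in 957 of 1235 WT and 3 of 556 KO cells), *G530011O06Rik*, *Mid1* and *Trim30d*, and *Dynlt1b* and *Trim30d* were also among the 5 largest falls in both other subsets. In CCR2+ macrophage-like cells, *Il12b*, *Rnase2a*, *Cstdc4*, *Stfa2* and *Ccl22* rose and *Chil3*, *Nppa* and *Trim12a* also fell. Most of these again rest on few cells: the 488 KO UMIs of *Il12b* came from 2 cells, and 1615 of the 1632 WT UMIs of *Chil3* from 1 cell. In monocyte-like cells *Gm44751*, *Slco3a1*, *Marco*, *Gdpd3* and *AC149090.1* rose most, at log2 ratios of at most 1.2, and *Trim12a*, *Lcn2* and *Nucb2* also fell.

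**Figure D3:**
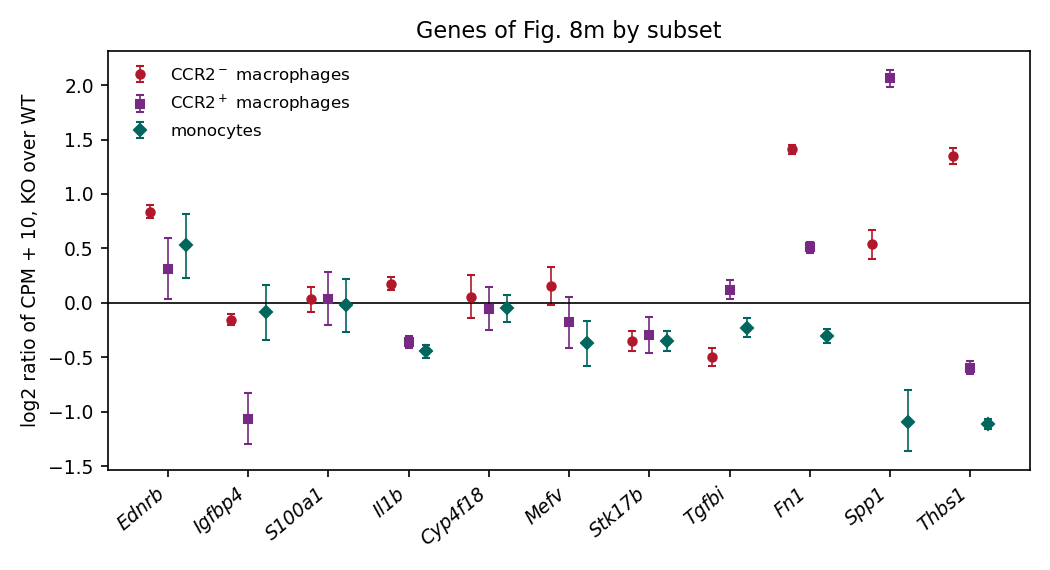
Log2 ratio of CPM + 10, KO over WT, for the 11 genes of Fig. 8m in the 3 subsets, 1 library per genotype. Points are ratios of summed counts, and the largest is that of *Spp1* in CCR2+ macrophage-like cells, at 2.06.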

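An apoptosis score was computed with Seurat's AddModuleScore from a list of 161 genes written after the Hallmark set, of which 160 are in the tables, since the set itself was not at hand. In CCR2- macrophage-like cells the mean score was higher in KO than in WT by 0.0144, against an SD of 0.0847 over cells, or 0.170 SD (1133 WT and 493 KO cells). With 28 genes of the core apoptosis machinery in place of the full list, the change that moved it most, the difference was 0.00108. Without thinning it was 0.00848. The score was higher in KO in 5 of the 8 clusters of this subset, and the difference was 0.00579 when the clusters were weighted by their WT numbers. Of the same cells, 40.0% were in S or G2/M phase in WT (37.1–42.9) and 29.4% in KO (25.4–33.7), a difference of −10.6 percentage points (−15.4 to −5.54), with 102 WT and 63 KO cells left out by thinning. Without thinning, the shares were 40.1% and 29.0%. The mean S score differed by −0.0270 (SD 0.148 over cells) and the mean G2/M score by −0.0277 (SD 0.229). At the WT weights of the clusters, the difference in phase was −8.19 points.

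**Figure D4:**
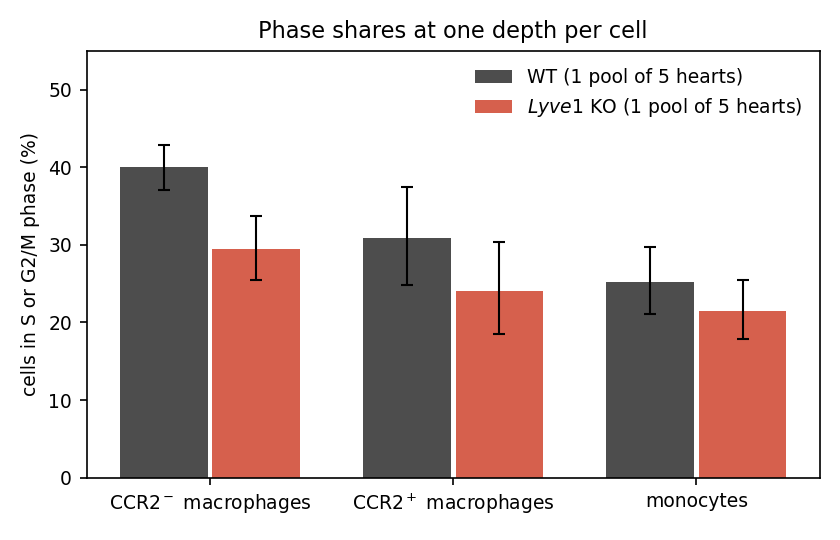
Share of cells in S or G2/M phase at the thinned depth, in percent, in each subset of the WT and *Lyve1* KO library, 1 pool of 5 hearts each. Error bars are 95% Clopper-Pearson intervals for counting error only; the CCR2- share is 40.0% in WT and 29.4% in KO.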

The reduction in CCR2^−^ macrophages was accompanied by a statistically significant increase in apoptotic marker gene expression (Fig. 8n) and decreased proliferative marker gene expression within this subset (Extended Data Fig. 7r). In CCR2^+^ macrophage and monocyte populations, there was no change in apoptotic or proliferative score (Fig. 8n and Extended Data Fig. 7r). 

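In CCR2+ macrophage-like cells, the mean apoptosis score differed by −0.00167 (KO minus WT, 217 WT and 212 KO cells; −0.0229 SD), and in monocyte-like cells by −0.0102 (409 WT and 480 KO cells; −0.134 SD). With the core list alone, the differences turned to 0.00056 and 0.00121. The share of CCR2+ macrophage-like cells in S or G2/M phase was 30.9% in WT (24.8–37.5, 19 cells left out by thinning) and 24.1% in KO (18.5–30.4, 12 left out), a difference of −6.82 percentage points (−15.1 to 1.64). In monocyte-like cells the share was 25.2% in WT (21.0–29.7, 72 left out) and 21.5% in KO (17.9–25.4, 57 left out), a difference of −3.73 points (−9.33 to 1.83). Both differences were within counting error, which did not hold under each alternative. Without thinning, the shares were 28.8% and 16.5% in CCR2+ macrophage-like cells, a difference of −12.3 points (−19.7 to −4.64), and 21.2% and 15.6% in monocyte-like cells, a difference of −5.56 points (−10.4 to −0.802). In monocyte-like cells, the difference was also beyond counting error with the stricter cell limits (−7.77 points, −13.9 to −1.54) and with all variable genes used for clustering (−8.33 points, −14.6 to −1.98). The mean S score was lower in KO in both subsets, with a difference of −0.0167 in CCR2+ macrophage-like cells (−0.184 SD) and −0.0116 in monocyte-like cells (−0.196 SD), against −0.182 SD in CCR2- macrophage-like cells. The mean G2/M score differed by 0.00147 in CCR2+ macrophage-like cells and by −0.00199 in monocyte-like cells, and the former turned to −0.00735 with all variable genes used for clustering. Whether the subsets differ in their response to genotype was not tested, since each genotype had 1 library.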

Increased tissue-resident macrophage apoptosis was validated in vivo via staining WT and *Lyve1* KO hearts for F4/80 and the apoptosis marker cleaved caspase 3 (CC3) at 7 days after MI at P2, matching the timepoint of the single-cell dataset. Staining revealed a significant increase in the number of cells co-expressing CC3 and F4/80 in KO hearts after MI (Extended Data Fig. 7s).

To investigate the mechanism by which loss of *Lyve1* predisposes CCR2^−^ macrophages to apoptosis, we considered the known role of the closely related LYVE1 homologue CD44 in dendritic cells and macrophage populations, where it anchors the hyaluronic acid glycocalyx. It is known that loss of *Cd44* disrupts the dendritic cell glycocalyx and predisposes the cell to apoptosis by revealing pro-apoptotic elements on its surface^9,38^. Our scRNA-seq analysis revealed that *Cd44* expression was significantly lower in the CCR2^−^ macrophage population compared to CCR2^+^ macrophages and monocytes, suggesting that LYVE-1 may substitute for CD44 in this subpopulation (Extended Data Fig. 7t). 

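*Cd44* (ENSMUSG00000005087), on chromosome 2 from 102811141 to 102901665, was at 449 CPM (442–457) in WT CCR2- macrophage-like cells, 911 CPM (887–935) in CCR2+ macrophage-like cells and 1112 CPM (1090–1135) in monocyte-like cells. In the KO library, the levels were 614 CPM (602–627), 1009 CPM (986–1033) and 1068 CPM (1048–1088). The log2 ratio of CCR2- macrophage-like cells over CCR2+ macrophage-like cells was −1.0 in WT (−1.06 to −0.94) and −0.71 in KO (−0.77 to −0.65), and over monocyte-like cells it was −1.29 (−1.34 to −1.24) and −0.79 (−0.84 to −0.73). The alternative that moved these ratios most was the use of all variable genes for clustering, which brought the ratio over CCR2+ macrophage-like cells in WT to −0.45. At the thinned depth, 70.8% of WT and 75.7% of KO CCR2- macrophage-like cells had a *Cd44* UMI (90.0% and 89.9% without thinning), 91.2% and 91.5% of CCR2+ macrophage-like cells (99.2% and 98.7% without thinning), and 98.8% and 97.7% of monocyte-like cells (97.7% and 99.1% without thinning). T cell-like cells, with the lowest *Cd44* level of the classes measured (22.4 CPM in WT), had a UMI in 12.7% of WT and 11.3% of KO cells at the thinned depth, and in 16.2% and 22.5% without thinning, at median depths of 7057 and 12158 UMIs.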

We, therefore, carried out immunostaining for hyaluronic acid binding protein (HABP) to determine the presence of a hyaluronic acid glycocalyx in LYVE-1^+^ macrophages in WT mice 7 days after MI at P2 (Fig. 8p). Subsequently, we examined representative images of macrophages between WT and *Lyve1*^−*/*−^ hearts at 7 days after MI at P2 and identified an apparent loss and/or notable reduction of glycocalyx in a proportion of *Lyve1*^−*/*−^ macrophages (Fig. 8p). This suggests that tissue-resident macrophages may be predisposed to apoptosis in the absence of LYVE-1, as previously described for dendritic cells in the context of CD44 (refs. ^9,38^).

Collectively, these data reveal a role for LYVE-1 in the survival and maintenance of tissue-resident macrophages during the regenerative response to heart injury.

## Discussion

Although the cardiac lymphatics have received considerable attention to date, studies have largely focused on their developmental origins and the adult lymphangiogenic response to heart injury across model organisms^1–3,25^. There has been no prior investigation of the function of the cardiac lymphatics during neonatal heart regeneration and the transition to fibrotic repair within the first week of life.

We observed that the cardiac lymphatics continue to grow significantly during the initial 2 weeks after birth in mice—first across the dorsal surface and then by ventral surface expansion, reaching full length and density by P16 and P28 on the dorsal and ventral surfaces, respectively. It is possible that this temporal discrepancy arises from the heterogeneous origins of cardiac LECs. The lymphatics of the heart have been described to emerge and grow not only through sprouting of preexisting vessels (lymphangiogenesis) but also from isolated LECs (lymphvasculogenesis), as reported for zebrafish and mice, and from a variety of sources including hemogenic endothelium, second heart field progenitors and paraxial mesoderm (reviewed in ref. ^39^). Here, our observation of short, isolated lymphatic vessels present mainly on the dorsal surface during early postnatal stages suggests a further undefined non-venous source^25,40,41^.

In adult mammals, the lymphatic vasculature is compromised near the site of injury (infarct region), resulting in increased edema and reduced ability to clear immune cells. Although lymphatics grow and sprout through lymphangiogenesis after MI in adult mice, this endogenous response is insufficient to optimize repair and preserve cardiac function^1,2^. Several gain-of-function studies have used the ligand VEGFC to enhance lymphangiogenesis after MI in adult mice and have reported improved clearance of interstitial fluids and immune cells, most notably macrophages, consequently improving pathological remodeling of the heart and function^1–4^. Interestingly, a previous study reported that blocking endogenous lymphangiogenesis, through VEGFR3 or VEGFC/D loss of function, does not lead to increased edema or impaired cardiac function after MI^42^. However, this loss-of-function study targeted endogenous lymphangiogenesis, which, in itself, is suboptimal, and did not investigate the effects of gain of function to promote enhanced lymphangiogenesis, as previously demonstrated^1–4^. Collectively, these studies support the hypothesis that the endogenous response of cardiac lymphatics is insufficient to influence outcome after MI, whereas an augmented lymphatic response, through the administration of exogenous growth factors, improves repair and function.

In contrast to adult mammals (including humans), it is well established that zebrafish^43,44^, the surface-dwelling Mexican cavefish^45^, neonatal mice and human infants can regenerate their hearts after injury^16,17,46^. In zebrafish, cryoinjury stimulates cardiac lymphatic growth at the site of injury^25,47^, and disruption of vegfc–vegfr3 signaling impairs the lymphatic response and associated clearance of infiltrating immune cells, leading to prolonged inflammation, persistent scarring and reduced regeneration^48^. In the presence of an intact lymphatic network, scarring in the adult zebrafish heart is transient, whereas it is more permanent in the adult mouse heart.

Functional cardiac lymphatics are required to maintain an optimal immune cell load after adult heart injury, by providing conduits for efficient clearance of immune cells (neutrophils, macrophages, dendritic cells and T cells) to draining MLNs^3^. Macrophages dominate the acute response to MI in terms of sheer numbers derived from infiltrating monocytes, which are recruited from bone marrow and splenic reservoirs, with an initial pro-inflammatory (CCR2^+^Ly-6C^high^) phenotype, which then gives rise to pro-reparative (Ly-6C^low^) macrophages in situ^49^. The infiltrating monocyte-derived macrophages are thought to replace a tissue-resident macrophage population (defined as CCR2^−^Ly-6C^−^) during the initial acute response to injury. The timing of lymphatic clearance in adult infarcted hearts appears to coincide with the initial pro-inflammatory phase but impacts on downstream repair, suggesting a continuum of monocyte–macrophage function across the acute stages of heart injury^3^. By contrast, in neonatal mice after MI, tissue-resident macrophages increase in number without infiltration of monocytes from remote sources^18–20^, and general depletion of resident macrophages by clodronate liposome treatment inhibits cardiac regeneration and leads to reduced cardiac function after MI at P1 (ref. ^21^). Thus, we reasoned that pro-regenerative macrophages would not need to be cleared by the cardiac lymphatics after injury at P1, whereas, at P7, when macrophages contribute to fibrotic repair, there would need to be trafficking, analogous to that in the injured adult heart^3^. This was suggested by a significantly reduced lymphatic response 7 days after MI at P1 compared to P7—an observation that was background dependent. The difference was most pronounced in C57BL/6J mice, whereas, in CD1 mice, there was a greater lymphangiogenic response at P1 in response to injury, albeit still reduced compared to P7. We confirmed impaired trafficking at P1 by adoptive transfer of adult splenic hCD68–eGFP^+^ macrophages into WT infarcted neonatal recipient hearts followed by analysis of the recipient MLNs. Here, the adult donor-sourced labeled macrophages were competent for trafficking and clearance, as we previously demonstrated^3^. Viable GFP^+^ macrophages were detected in recipient hearts, confirming appropriate transfer, but were observed only in the draining MLNs of mice at P7 and not at P1. We validated the capacity of macrophages for trafficking at P7 via MLN imaging in *hCD68–eGFP* mice after MI and demonstrated that this was absent after injury at P1. Given that the macrophage response to neonatal MI comprises a large number of tissue-resident macrophages, we imaged *CX3CR1–eGFP* mouse MLNs to confirm that CX3CR1^+^ tissue-resident macrophages are also trafficked after injury at P7 but not at P1.

Impaired lymphatic clearance at P1 may be the result of several emergent factors during the postnatal period, including maturation of the lymphatic vessels to a state permissive for macrophage ingress and clearance, differences in signaling between LECs and macrophages and/or temporal functional requirements for essential candidate facilitators of lymphatic trafficking, such as LYVE-1. The LECs that form lymphatic vessels are interconnected by specialized cell–cell junctions, with previous studies describing a transition from impermeable zipper-like to cell-permeable buttoned junctions during embryonic development, as evidenced in the mouse trachea, diaphragm and lungs^29,50,51^. This transition starts at approximately embyonic day 17.5 and is completed by P14 (ref. ^30^). We observed a similar process in the early postnatal heart with zippered junctions predominating in the initial lymphatic vessels during the first days after birth and buttoned junctions appearing during the second week of life. This maturation of the initial lymphatics likely affects their ability to clear immune cells from the heart to lymph nodes at early neonatal (P1) stages. At P7, when clearance was evident from our adoptive transfer experiments, there was still an incidence of zippered junctions, suggesting an ongoing developmental process through to adulthood when all junctions are button like and the lymphatic endothelium is relatively cell permeable^3^. To investigate whether temporal alterations in signaling between the LECs and macrophages might influence clearance of the latter, we carried out scRNA-seq on P1 versus P7 infarcted hearts at days 1 and 7 after injury. Whereas multiple signals from macrophages to LECs were identified, the reciprocal signaling was remarkably restricted to only a single pathway that was elevated at P1 versus P7 after injury. We observed that the extracellular matrix glycoprotein RELN was expressed in LECs at high levels at P1 compared to P7, and pathway analyses identified a potential interaction with ITGB1 on macrophages. In a recent study, RELN was identified as a lymphangiocrine signal important for cardiomyocyte homeostasis and efficient heart repair and function after neonatal mouse MI^23^. Moreover, RELN has been identified in LECs in human fetal hearts, adding potential relevance to human physiology and disease^52^. Neither the target cell type(s) nor relevant receptor(s) were previously identified, and it will be of interest in future studies to functionally assess the RELN–ITGB1 pathway in LECs and macrophages correlated with heart regeneration. Finally, we investigated a role for LYVE-1 acting across the P1–P7 regenerative window, given its pivotal role in the hyaluronic-acid-mediated adhesion and entry of immune cells to initial lymphatics^8^. We hypothesized that global *Lyve1* gene deletion would have no effect on P1 heart regeneration given that macrophage trafficking is negligible at this stage, consistent with the need to retain the pro-regenerative tissue-resident population in situ^21^. Unexpectedly, MRI of *Lyve1* KO hearts 28 days after MI at P1, a timepoint when regeneration would be anticipated to be complete^15^, revealed aberrant functional parameters. This prompted a reevaluation of the role of LYVE-1 beyond the lymphatic endothelium, drawing on its known expression pattern in tissue-resident macrophages^53^. Intriguingly, macrophage-specific deletion of *Lyve1* provoked an impaired regenerative response after MI, characterized by reduced neovascularization and functional deficits. Mechanistic insight into how *Lyve1* loss of function affects macrophages was provided by scRNA-seq, comparing WT and *Lyve1* KO CD45^+^ cells at P2MI7dpi, which revealed significant reduction in a CCR2^−^ tissue-resident macrophage subpopulation and corresponding elevation in a CCR2^+^ monocyte population, with the loss of CCR2^−^ cells associated with a significantly increased apoptotic score against a panel of established marker genes for programmed cell death. This would be predicted to impair regeneration through exacerbating inflammation and subsequent fibrosis, as per the P7 or adult response. It was previously shown that tissue-resident CCR2^−^ macrophages inhibit inflammatory and pro-fibrotic monocyte recruitment^54^; consequently, the decreased presence of the CCR2^−^ tissue-resident macrophages explains the increased monocyte infiltration, leading to a worse outcome in the KO background. Unbiased differential gene expression analysis confirmed that our identified CCR2^+/−^ macrophage and monocyte clusters aligned with previously reported signatures in terms of effects on angiogenesis, fibrosis and inflammation. These gene expression profiles remained unchanged between WT and KO conditions, strengthening the likelihood that the phenotype observed in the *Lyve1* KO is due to loss of function in CCR2^−^ macrophages, leading to increased inflammatory monocyte recruitment rather than intrinsic changes in molecular phenotype. Notably, the *Lyve1*^+^ macrophage clusters identified in the WT setting were still present in the KO background, albeit without expressing *Lyve1*. This suggests that our observations in the tissue-resident macrophages are *Lyve1* dependent rather than via other mechanisms mediated by macrophages that are lost in the KO background. A putative mechanism as to how LYVE-1 may maintain the CCR2^−^ macrophage population was attributed to establishment and/or maintenance of a hyuralonic-acid-rich glyocaclyx, which is known to protect cells from the exposure of apoptotic membrane cues that trigger phagocytosis^9,38^. This warrants further investigation.

Promoting angiogenesis has been attributed to tissue-resident macrophages previously in the setting of neonatal heart regeneration^21^, and our findings are consistent with this earlier study but also identify an important role for LYVE-1 in orchestrating this response. Elsewhere, bone-marrow-derived LYVE-1^+^ macrophages have a pro-angiogenic role in adipose tissue^55^, but, mechanistically, whether LYVE-1 may directly upregulate angiogenic signaling in tissue-resident macrophages remains unknown. It was reported that LYVE-1 has signaling activity and can function to sequester pro-angiogenic growth factors, including FGF2 and, to a lesser extent, PDGF and VEGF, to induce their internalization and transduce downstream tyrosine kinase receptors and promote endothelial cell proliferation^56^.

Additional insight into roles for LYVE-1, beyond mediating hyuralonic acid adhesion and immune cell trafficking^8^, constitutes an interesting area of follow-up. Further studies to uncover the molecular mechanisms that lead to the differential response across the neonatal regenerative window may provide therapeutic insights into lymphatic-based immunomodulation of the adult infarcted heart.

## Methods

### Mouse strains

The following mouse strains were used for these studies: *Lyve1*^−*/*−^ (ref. ^57^), *hCd68–eGFP*^58^, *CX3CR1-eGFP*^28,59^, *hCd68–CreERT2* (ref. ^36^), *Prox1–tdTomato*^60^, *Vegfr3*^*LacZ/+*^ (ref. ^25^), Gt(ROSA)26Sor^tm9(CAG−tdTomato)Hze^ and *Lyve1*^*flox*^ (Jackson, D. G.; unpublished). Breeding was carried out using only *Cre*^*+*^ males for all Cre strains. Mice were cared for and housed by Oxford University Biomedical Services. Mice were maintained in individually ventilated cages and ventilated racks at 22 °C and 55% humidity. For experiments where WT mice were required, C57BL/6 or CD1 (Charles River Laboratories), when indicated, strains were used. All animal experiments were carried out according to UK Home Office project licenses PPL PC013B246, PDDE89C84 and PP3194787 and were compliant with the UK Animals (Scientific Procedures) Act 1986.

### Timed matings

To generate embryos, female mice were paired with male studs and were checked for vaginal plugs each morning. The day the vaginal plug was observed was designated as embryonic day 0.5.

### Neonatal heart dissection

Neonatal mice were euthanized by cervical dislocation, and the heart was removed. Hearts collected for immunostaining were washed in ice-cold PBS prior to fixation. Hearts for flow cytometry were washed in ice-cold HBSS (Life Technologies) prior to tissue digestion. Hearts for RNA extraction were immediately placed in a cryotube (Nunc; Thermo Fisher Scientific) before submerging in liquid nitrogen.

### Neonatal MI surgery

MI surgery was performed as previously described^61^. At P1, P2 or P7, the litters were removed from the mother and placed in an incubator at 35 °C. General anaesthesia was induced with 4% isoflurane inhalation in oxygen (1 l min^−1^) for 15 seconds. Once unconscious, cardiorespiratory arrest was induced by immersion in ice for 1–2 minutes. The incision site was cleaned with Hibiscrub and a sterile field constructed with drapes. The skin was cut using surgical scissors in a horizontal incision across the left midthorax. Sharp dissecting forceps were used for thoracotomy, and this space was widened using blunt forceps. The heart was manipulated out of the thoracic cavity, and LAD artery ligation was induced by passing and tying a 7.0 prolene suture through the anterior wall of the left ventricle. The sham control procedure involved thoracotomy surgery, heart visualization and suture placement but no ligature. The ribs and skin were then closed in layers with a 7.0 prolene suture. The pup was then warmed under an infrared lamp, which led to gradual return of circulation and breathing. When respiration returned, oxygen was administered via nose cone until regular. The pup was returned to the chamber with other littermates. After surgery was completed on all pups, and before returning the group to the mother, the animals were covered with feces from their cage homogenized in warmed water to mask surgical smells and reduce cannibalization.

### Tamoxifen dosing and administration

Tamoxifen (Sigma-Aldrich) was dissolved in peanut oil containing 10% ethanol by shaking overnight at 37 °C at a concentration of 13.6 mg ml^−1^ before administering to pups at P1 via intraperitoneal injection at a dose of 0.17 mg g^−1^, in line with previous work.

### DNA extraction

Ear biopsies from adult mice and tissue from embryos/neonates were collected for genotyping. The genomic DNA was extracted and amplified using the REDExtract-N-Amp Tissue PCR Kit Protocol (Merck). The tissue was incubated in a mix of 100 μl of Extraction Solution and 25 μl of Tissue Preparation Solution for 10 minutes at room temperature, followed by a 5-minute incubation at 95 °C. Immediately, 100 μl of Neutralization Solution was added, and the mix was vortexed.

### PCR

Extracted DNA was used for genotyping using PCR. The sequence of the primers used is displayed in Supplementary Table 3. The following reagents were used to set up the PCR reactions: 10 μl of REDExtraction-N-Amp PCR Reaction Mix, 0.5 μM of each primer, 4 μl of tissue extract and Milli-Q water until total reaction volume of 20 μl. Thermal cycling was carried out in a Veriti 96-well thermal cycler (Applied Biosystems). A positive control sample of known genotype was included for each genotype being tested.

### Agarose gel electrophoresis

After PCR amplification, the DNA was separated on 1.5% agarose gel. Then, 1.5 g of agarose (Sigma-Aldrich) was dissolved in 100 ml of TBE buffer by heating the mix in a microwave. For ultraviolet visualization of DNA, 5 μl of GelRed (VWR) was added to the agarose gel before it set in moulds. An electric potential of 160 V was passed through the gel for 35 minutes to allow separation of bands to distinguish between genotypes. Gels were visualized in an ultraviolet box.

### RNA extraction from tissue

RNA was isolated from snap-frozen tissue samples using TRIzol reagent (Thermo Fisher Scientific). Tissue was homogenized in 750 μl of TRIzol solution using a manual homogenizer and a 21-gauge sterile needle (Becton Dickinson). After being incubated for 5 minutes at room temperature, 200 μl of chloroform was added to the samples. Samples were then mixed and incubated for 15 minutes at room temperature. After incubation, samples were centrifuged at 11,000*g* for 15 minutes at 4 °C. The top aqueous layer was transferred into a 1.5-ml tube, and the organic layer was discarded. Next, 500 μl of isopropanol was added to precipitate RNA and incubated at 4 °C overnight. The samples were then centrifuged at 11,000*g* for 10 minutes to produce an RNA-containing pellet. The pellet was washed with 1 ml of 75% ethanol before spinning at 9,000*g* for 5 minutes at 4 °C. The pellet was air dried for 10 minutes and resuspended in diethyl pyrocarbonate (DEPC)-treated water. A NanoDrop 2000 (Thermo Fisher Scientific) was used to measure RNA quality and concentration.

### cDNA synthesis

cDNA was synthesized from extracted RNA for use in real-time quantitative PCR (qRT–PCR). Reactions were prepared in RNase-free 0.6-ml tubes (Thermo Fisher Scientific) using the following reagents: 1 μg of RNA made up to a volume of 8.5 μl with DEPC water, 0.5 μl of random primers (20 μg ml^−1^; Promega), 1 μl of dNTPs (from 10 mM; GE Healthcare), 2 μl of MgCl_2_ (25 mM; Thermo Fisher Scientific), 2 μl of dithiothreitol (0.1 M; Life Technologies), 1 μl of RNasin plus RNase inhibitor (Promega), 4 μl of 5× FS Buffer (Life Technologies) and 1 μl of SuperScript III Reverse Transcriptase (Life Technologies). A Veriti 96-well thermal cycler (Applied Biosystems) was used to run the reaction at 25 °C for 10 minutes, 42 °C for 50 minutes and 70 °C for 15 minutes, before cooling to 4 °C. After cDNA synthesis, samples were diluted to 4 ng μl^−1^ in DEPC-treated water and stored at 4 °C prior (short-term) to use in qRT–PCR experiments.

### qRT–PCR

Relative mRNA expression levels from genes of interest were quantified using qRT–PCR. Primer sequences are displayed in Supplementary Table 4. MicroAmp Fast Optical 96-well 0.1-ml reaction plates (Thermo Fisher Scientific) were used to set up reactions, which were composed of the following reagents: 8 ng of cDNA, 13 μl of Fast SYBR Green Master Mix (Thermo Fisher Scientific), 6.5 μl of DEPC-treated water and 0.5 μM of each primer. All samples were run in triplicate, and a no-cDNA negative control well was included for each gene analyzed. Reactions were run on a ViiA7 Real-Time PCR System (Thermo Fisher Scientific) with thermal cycles of 95 °C for 15 minutes, 40 cycles of 95 °C for 15 seconds and 60 °C for 1 minute. Melt curves were included to confirm that no unspecific amplification products, such as primer dimers, were produced with each primer set used.

Cycle threshold values were obtained and exported to Microsoft Excel for analysis.

### Histological analyses and staining

#### Whole-mount X-Gal staining

After extraction, hearts were washed in ice-cold PBS and then fixed in X-Gal fixation solution (Supplementary Table 5) for 6 hours at room temperature. Then, hearts were washed in X-Gal buffer and incubated in X-Gal staining solution (Supplementary Table 5) overnight at 37 °C. The next day, fresh X-Gal staining solution was added and left overnight at 37 °C. Once staining had developed, hearts were washed in X-Gal buffer and post-fixed in 4% paraformaldehyde (PFA) for 30 minutes. Finally, hearts were washed in PBS and imaged using a Zeiss stereomicroscope. Analysis of vessels and branching calculations were performed using AngioTool software.

#### Whole-mount tissue clearing

Whole hearts were cleared using an iDISCO (immunolabeling-enabled three-dimensional imaging of solvent-cleared organs) protocol adapted from previous work^62^. Hearts were dehydrated by methanol/water series (20%, 40%, 60%, 80%, 100%, each 1 hour) and pretreated with 66% dichloromethane, 33% methanol at room temperature overnight. Samples were washed in methanol twice before bleaching in chilled fresh 5% H_2_O_2_ in methanol, shaking overnight. Hearts were then rehydrated by methanol/water series (80%, 60%, 40%, 20%, PBS, 1 hour each). Pretreated samples were washed in 0.2% Triton X-100 PBS before incubation in permeabilization solution (0.2% Triton X-100, 0.3 M glycine, 20% DMSO, PBS) for 2 days, shaking at 37 °C. Hearts were then moved to blocking solution (0.2% Triton X-100, 6% donkey serum, 10% DMSO, PBS) for 2 days, shaking at 37 °C. Hearts were then incubated in primary antibody solution (1:300 in 0.2% Tween 20, 10 mg ml^−1^ heparin, 3% donkey serum, 5% DMSO, PBS) for 7 days, shaking at 37 °C. Samples were then washed 5 × 1 hour in 0.2% Tween 20, 10 mg ml^−1^ heparin PBS, shaking at room temperature. Hearts were subsequently incubated in secondary antibody (1:300 in 0.2% Tween 20, 10 mg ml^−1^ heparin, 3% donkey serum, PBS) for 7 days, shaking at 37 °C, before being washed 5 × 1 hour in 0.2% Tween 20, 10 mg ml^−1^ heparin PBS. Hearts were then dehydrated in methanol/water series and incubated in 66% dichloromethane, 33% methanol for 3 hours. Samples were then moved to 100% dichloromethane for 2 × 15 minutes before incubation in dibenzyl ether for 2 days to clear the tissue. Samples were refractive index matched by moving to ethyl cinnamate overnight. Whole-mount samples were imaged in ethyl cinnamate using an LaVision UltraMicroscope II light-sheet microscope.

#### Picrosirius red staining

Staining was carried out using Picrosirius staining kits (Abcam) according to the manufacturer’s protocol. Sections were hydrated in distilled water and immersed in Picrosirius red solution for 1 hour before being rinsed in two changes of 1% acetic acid followed by two changes of absolute ethanol. Sections were then cleared in Histo-Clear II (National Diagnostics) and mounted with DPX (Sigma-Aldrich). Images of sections were obtained using a Nikon Eclipse light microscope.

#### Paraffin embedding

Hearts for histological and immunofluorescent staining were embedded in paraffin and mounted using standard methods. In brief, fixed hearts were dehydrated through an ethanol gradient (50% 1 hour, 70% 1 hour, 90% 1 hour, 100% overnight) and cleared with Histo-Clear II for 1 hour. Samples were then embedded first in a 1:1 mixture of Histo-Clear II and Paraplast Plus (Sigma-Aldrich) at 60 °C overnight and then in 100% Paraplast Plus at 60 °C overnight before returning to room temperature and setting. Then, 10-μm sections were cut and mounted onto Superfrost slides. Prior to staining, sections were deparaffinized in Histo-Clear II and a reversed ethanol gradient (100% 3 minutes, 90% 3 min, 70% 3 minutes, 50% 3 minutes) before transfer to PBS.

#### Cryosectioning

Whole neonatal hearts were fixed in 4% PFA overnight at 4 °C. After fixation, samples were washed three times for 10 minutes in PBS and then transferred to 30% sucrose and PBS overnight at 4 °C. Then, the samples were equilibrated in a 1:1 solution of Optimal Cutting Temperature (OCT) and 30% sucrose for 1 hour in 4 °C. After equilibration, the hearts were embedded in 100% OCT and frozen at −80 °C. Next, 20–25-μm slices were cut using a cryostat and transferred onto Superfrost Plus slides (VMR). Slides were dried on a slide dryer for 15 minutes before being rinsed with PBS.

#### Immunostaining

Sections underwent permeabilization with 0.5% Triton X-100 (Sigma-Aldrich) for 10 minutes, followed by two rinses in PBS for 5 minutes. Then, sections were blocked in blocking solution, composed of 10% serum, 4% BSA and 0.2% Triton X-100, for 1 hour. Blocking was followed by a 4 °C overnight incubation in primary antibody, which was diluted in blocking solution. A list of primary antibodies and the dilutions used is included in Supplementary Table 6. After primary antibody incubation, sections were washed several times with 0.1% Triton X-100 and incubated with Alexa Fluor-conjugated secondary antibodies for 1 hour at room temperature in the dark. All secondary antibodies were diluted in PBS; a list of the secondary antibodies used is included in Supplementary Table 7. After incubation in secondary antibody, the slides were washed several times in 0.1% Triton X-100, with DAPI included in the final 15-minute wash. A small amount of 50:50 glycerol:PBS was then added to the slides, and a 22 × 50-mm coverslip (Fisherbrand) was placed on top and sealed with nail varnish. Whole hearts were stained using the same protocol but were permeabilized for 1 hour, blocked overnight, stained with primary antibodies for 48 hours and stained for secondary antibodies overnight. Immunofluorescent staining was imaged using a Zeiss LSM780, a Zeiss LSM880, a Zeiss LSM980 or a Leica confocal microscope. A Zeiss Z.1 light-sheet microscope was used to obtain whole-mount images. *z*-stack and tiling functions were used when required. Images were processed using Imaris, Arivis Vision4D and ImageJ software^63^.

#### Flow cytometry: neonatal cardiac cell isolation

Hearts were isolated, the atria were removed and the ventricles were bisected. Blood was removed from the ventricles, which were minced using a sterile scalpel (Swann-Morton) before being added to a 15-ml tube containing 5 ml of HBSS (Life Technologies) and 500 U ml^−1^ Collagenase II (Worthington). The tubes were placed in an orbital incubator at 37 °C, moving at 190 r.p.m. Plastic transfer pipettes were used to disrupt the suspension every 10 minutes during the 30-minute digestion within the orbital incubator. Once digested, the tissue suspension was passed through a 40-μm cell strainer attached to a 50-ml tube. The tubes were then centrifuged at 350*g* for 10 minutes at 4 °C, and the supernatant was discarded, leaving a pellet. The pellet was resuspended in 5 ml of 1× red blood cell (RBC) lysis buffer (BioLegend) and was left at room temperature for 10 minutes. The tubes were then centrifuged again at 350*g* for 5 minutes at 4 °C, and the supernatant was discarded, leaving a pellet. The cell pellet was resuspended in 5 ml of 2% FBS/PBS. The tubes were centrifuged again at 350*g* for 5 minutes at 4 °C, and the supernatant was discarded, leaving a pellet. The pellet containing the cardiac cells was resuspended in 200 μl of 2% FBS/PBS.

For scRNA-seq, the pellet was resuspended in 200 μl of 2% FBS/PBS and transferred to a Falcon 5-ml round-bottom polystyrene test tube, with a 35-μm nylon mesh Cell Strainer Snap Cap prior to fluorescence-activated cell sorting (FACS) of live cells using 7-AAD.

#### Adoptive transfer studies

Monocytes were isolated from the spleen of *hCd68–eGFP*^*+*^ adult mice. After cervical dislocation, the spleen was dissected and disrupted with the blunt end of a sterile syringe. The disrupted spleen was washed through a 70-μm cell filter into RBC lysis buffer and incubated at room temperature for 10 minutes. Cells were then spun down (400*g* for 5 minutes), and RBC lysis buffer was removed by aspiration. Monocytes were purified from the cell pellet using an EasySep Mouse Monocyte Enrichment Kit according to the manufacturer’s instructions. Prior to surgery, cells were counted and resuspended in PBS to give a final concentration of 50 × 10^3^ per 5 μl for injection. Each recipient received 1 ×5-μl injection of cells by intracardiac injection (using a 30-gauge insulin syringe) at the time of MI surgery.

#### MRI

Neonatal cardiac cine MRI was performed after MI at day 28 as previously described^14^ using a 7T preclinical MR system (Varian) using a ^1^H four-channel phased array surface receive coil (RAPID Biomedical). In brief, mice were anesthetized with 2% isoflurane in O_2_ and positioned prone in a custom animal handling system with homeothermic control. Prospectively gated proton cardiac images were acquired with a partial Fourier accelerated spoiled gradient echo cine sequence (TR 5.9 ms, TE 2.2 ms, 30 kHz bandwidth, 30° flip angle, approximately 20–30 frames; 3–4 averages) in order to acquire two-chamber and four-chamber long-axis views and a stack of contiguous 1-mm-thick true short-axis images to cover the entire left ventricle (128 × 128 matrix; 25.6 mm^2^ field of view; 0.2-mm resolution in-plane).

#### MRI data analysis

MRI data were processed manually by image analysis with ImageJ. All analysis was performed blinded so as the intact/surgery and WT/mutant groups were unknown at the time of image processing. Measurements were calculated as previously described^14^. End diastolic and end systolic volumes were measured for each slice and summed over the whole heart. StV was calculated by subtracting the end systolic volume from the end diastolic volume. Ejection fraction was calculated by dividing the end diastolic volume by the StV. EDM was calculated as the left ventricular end diastolic volume multiplied by the myocardial specific gravity (1.05 g cm^−^^3^); ESM was also calculated in this way using the left ventricular end systolic volume. Cardiac output was calculated as StV multiplied by heart rate. The relative infarct size was calculated from the average of the endocardial and epicardial circumferential lengths of the thinned, akinetic region of all slices, measured at diastole and expressed as a percentage of the total myocardial surface.

### scRNA-seq and analysis

#### 10x sequencing

All the 10x scRNA library preparation and sequencing was carried out at the Oxford Genomics Centre, part of the Wellcome Trust Centre for Human Genetics.

#### Bioinformatics analysis

The raw scRNA-seq data were demultiplexed by Adam Braithwaite (Radcliffe Department of Medicine) using cellranger mkfastq from the Cell Ranger software suite to generate FASTQ files. Demultiplexed FASTQ files were aligned to the mouse mm10/GRCm38 reference transcriptome, and the gene expression matrix was counted using the cellranger ‘count’ program. Downstream bioinformatics analysis was performed in R using the Seurat package (version 4)^64^. A cutoff was applied to filter out low-quality cells based on the number of genes detected (<500), the number of unique molecular identifiers detected (<250) and the mitochondrial gene content (>30%) per each cell. Data from all samples were combined, scaled by regressing out S and G2 cell cycle phases and integrated using the Seurat package. Dimensional reduction of the data was performed by the RunUMAP function implemented in the Seurat package. Unsupervised cluster identification was performed using the FindClusters function, and cell clusters were further annotated based on expression of known marker genes^32^. Identification of enriched genes in cell clusters and single-cell differential expression analysis were performed using the Seurat functions FindMarkers and FindAllMarkers, using gene expression detected in more than 25% of cells for at least one of the populations being compared, with an absolute log_2_(fold change) > 0.25 as cutoff threshold.

To genetically demultiplex pooled scRNA-seq samples (*n* = 5 hearts), we remapped 10x scRNA-seq reads using minimap^65^, called variants using freebayes and counted alleles in each cell using VarTrix, all as part of the souporcell pipeline^66^. Based on the VarTrix output, cells were assigned to donors using Vireo5 (ref. ^37^). We excluded doublet and unassigned cells from further analysis and performed differential abundance testing of cell neighborhoods between WT and *Lyve1* KO conditions using miloR^67^, building the *k*-nearest neighbor (KNN) graph with *k* = 30. This tool represents scRNA-seq data as a KNN graph consisting of partially overlapping cell neighborhoods that contain an index cell and its nearest neighbor cells. Neighborhoods are annotated to the cell type that they contain most frequently, and a representative sample of neighborhoods was tested for differential abundance across conditions.

Apoptosis markers were retrieved from the Molecular Signatures Database (HALLMARK APOPTOSIS), and a cumulative expression score was calculated using Seurat’s AddModuleScore() function. Markers used to analyze G1/S and G2/M cell cycle phase transitions^68^ are included in the Seurat R package. The CellCycleScoring() function was used to calculate cumulative expression scores of cell cycle markers. Statistical differences in the distribution of single-cell gene expression between conditions were evaluated using the Wilcoxon rank-sum test, and *P* values were Bonferroni corrected to account for multiple comparisons.

#### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8 software. Statistical tests are described in the figure legends. In all cases, *P* values less than or equal to 0.05 were deemed significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables 1–7 Supplementary Table 1: Number of cells and differentially expressed genes (DEGs) for scRNA-seq analysis of P1 and P7 hearts, uninjured and 1 day and 7 days after infarct. Supplementary Table 2: Macrophage numbers for scRNA-seq analysis of WT versus *Lyve1* KO at P2MI7dpi. Supplementary Table 3: PCR primers for genotyping. Supplementary Table 4: Primers for qRT–PCR. Supplementary Table 5: Histology solutions. Supplementary Table 6: List of primary antibodies. Supplementary Table 7: List of secondary antibodies.

## Source data

Source Data Fig. 1–5,7,8 and Source Data Extended Data Fig. 1,3,4,6,7–10 Statistical source data.

## Data Availability

The scRNA-seq datasets generated in this study are deposited in the Gene Expression Omnibus with accession number GSE301633.

## References

[1] Klotz, L. et al. Cardiac lymphatics are heterogeneous in origin and respond to injury. *Nature***522**, 62–67 (2015).25992544 10.1038/nature14483PMC4458138

[2] Henri, O. et al. Selective stimulation of cardiac lymphangiogenesis reduces myocardial edema and fibrosis leading to improved cardiac function following myocardial infarction. *Circulation***133**, 1484–1497 (2016).26933083 10.1161/CIRCULATIONAHA.115.020143

[3] Vieira, J. M. et al. The cardiac lymphatic system stimulates resolution of inflammation following myocardial infarction. *J. Clin. Invest.***128**, 3402–3412 (2018).29985167 10.1172/JCI97192PMC6063482

[4] Houssari, M. et al. Lymphatic and immune cell cross-talk regulates cardiac recovery after experimental myocardial infarction. *Arterioscler. Thromb. Vasc. Biol.***40**, 1722–1737 (2020).10.1161/ATVBAHA.120.314370PMC731030332404007

[5] Rurik, J. G., Aghajanian, H. & Epstein, J. A. Immune cells and immunotherapy for cardiac injury and repair. *Circ. Res.***128**, 1766–1779 (2021).34043424 10.1161/CIRCRESAHA.121.318005PMC8171813

[6] Adamo, L., Rocha-Resende, C., Prabhu, S. D. & Mann, D. L. Reappraising the role of inflammation in heart failure. *Nat. Rev. Cardiol.***17**, 269–285 (2020).31969688 10.1038/s41569-019-0315-x

[7] Jackson, D. G. Hyaluronan in the lymphatics: the key role of the hyaluronan receptor LYVE-1 in leucocyte trafficking. *Matrix Biol.***78-79**, 219–235 (2019).29425695 10.1016/j.matbio.2018.02.001

[8] Johnson, L. A. et al. Dendritic cells enter lymph vessels by hyaluronan-mediated docking to the endothelial receptor LYVE-1. *Nat. Immunol.***18**, 762–770 (2017).28504698 10.1038/ni.3750

[9] Johnson, L. A., Banerji, S., Lagerholm, B. C. & Jackson, D. G. Dendritic cell entry to lymphatic capillaries is orchestrated by CD44 and the hyaluronan glycocalyx. *Life Sci. Alliance***4**, e202000908 (2021).10.26508/lsa.202000908PMC800895133687996

[10] Johnson, L. A. & Jackson, D. G. Hyaluronan and its receptors: key mediators of immune cell entry and trafficking in the lymphatic system. *Cells***10**, 2061 (2021).34440831 10.3390/cells10082061PMC8393520

[11] Lawrance, W., Banerji, S., Day, A. J., Bhattacharjee, S. & Jackson, D. G. Binding of hyaluronan to the native lymphatic vessel endothelial receptor LYVE-1 is critically dependent on receptor clustering and hyaluronan organization. *J. Biol. Chem.***291**, 8014–8030 (2016).26823460 10.1074/jbc.M115.708305PMC4825007

[12] Bano, F. et al. Structure and unusual binding mechanism of the hyaluronan receptor LYVE-1 mediating leucocyte entry to lymphatics. *Nat. Commun.***16**, 2754 (2025).40113779 10.1038/s41467-025-57866-8PMC11926218

[13] Lam, N. T. & Sadek, H. A. Neonatal heart regeneration: comprehensive literature review. *Circulation***138**, 412–423 (2018).30571359 10.1161/CIRCULATIONAHA.118.033648PMC6673675

[14] Gunadasa-Rohling, M. et al. Magnetic resonance imaging of the regenerating neonatal mouse heart. *Circulation***138**, 2439–2441 (2018).30571586 10.1161/CIRCULATIONAHA.118.036086

[15] Porrello, E. R. et al. Regulation of neonatal and adult mammalian heart regeneration by the miR-15 family. *Proc. Natl Acad. Sci. USA***110**, 187–192 (2013).23248315 10.1073/pnas.1208863110PMC3538265

[16] Saker, D. M., Walsh-Sukys, M., Spector, M. & Zahka, K. G. Cardiac recovery and survival after neonatal myocardial infarction. *Pediatr. Cardiol.***18**, 139–142 (1997).9049129 10.1007/s002469900133

[17] Haubner, B. J. et al. Functional recovery of a human neonatal heart after severe myocardial infarction. *Circ. Res.***118**, 216–221 (2016).26659640 10.1161/CIRCRESAHA.115.307017

[18] Lavine, K. J. et al. Distinct macrophage lineages contribute to disparate patterns of cardiac recovery and remodeling in the neonatal and adult heart. *Proc. Natl Acad. Sci. USA***111**, 16029–16034 (2014).25349429 10.1073/pnas.1406508111PMC4234568

[19] Wang, Z. et al. Mechanistic basis of neonatal heart regeneration revealed by transcriptome and histone modification profiling. *Proc. Natl Acad. Sci. USA***116**, 18455–18465 (2019).31451669 10.1073/pnas.1905824116PMC6744882

[20] Molawi, K. et al. Progressive replacement of embryo-derived cardiac macrophages with age. *J. Exp. Med.***211**, 2151–2158 (2014).25245760 10.1084/jem.20140639PMC4203946

[21] Aurora, A. B. et al. Macrophages are required for neonatal heart regeneration. *J. Clin. Invest.***124**, 1382–1392 (2014).24569380 10.1172/JCI72181PMC3938260

[22] Du Cheyne, C., Tay, H. & De Spiegelaere, W. The complex TIE between macrophages and angiogenesis. *Anat. Histol. Embryol.***49**, 585–596 (2020).31774212 10.1111/ahe.12518

[23] Liu, X. et al. Lymphoangiocrine signals promote cardiac growth and repair. *Nature***588**, 705–711 (2020).33299187 10.1038/s41586-020-2998-xPMC7770123

[24] Dumont, D. J. et al. Cardiovascular failure in mouse embryos deficient in VEGF receptor-3. *Science***282**, 946–949 (1998).9794766 10.1126/science.282.5390.946

[25] Gancz, D. et al. Distinct origins and molecular mechanisms contribute to lymphatic formation during cardiac growth and regeneration. *eLife***8**, e44153 (2019).10.7554/eLife.44153PMC688111531702554

[26] Russo, E. et al. Intralymphatic CCL21 promotes tissue egress of dendritic cells through afferent lymphatic vessels. *Cell Rep.***14**, 1723–1734 (2016).26876174 10.1016/j.celrep.2016.01.048

[27] Weber, M. et al. Interstitial dendritic cell guidance by haptotactic chemokine gradients. *Science***339**, 328–332 (2013).23329049 10.1126/science.1228456

[28] Zaman, R. & Epelman, S. Resident cardiac macrophages: heterogeneity and function in health and disease. *Immunity***55**, 1549–1563 (2022).36103852 10.1016/j.immuni.2022.08.009

[29] Baluk, P. et al. Functionally specialized junctions between endothelial cells of lymphatic vessels. *J. Exp. Med.***204**, 2349–2362 (2007).17846148 10.1084/jem.20062596PMC2118470

[30] Yao, L. C., Baluk, P., Srinivasan, R. S., Oliver, G. & McDonald, D. M. Plasticity of button-like junctions in the endothelium of airway lymphatics in development and inflammation. *Am. J. Pathol.***180**, 2561–2575 (2012).22538088 10.1016/j.ajpath.2012.02.019PMC3378913

[31] Baluk, P. & McDonald, D. M. Buttons and zippers: endothelial junctions in lymphatic vessels. *Cold Spring Harb. Perspect. Med.***12**, a041178 (2022).10.1101/cshperspect.a041178PMC964367835534209

[32] Wang, Z. et al. Cell-type-specific gene regulatory networks underlying murine neonatal heart regeneration at single-cell resolution. *Cell Rep.***33**, 108472 (2020).33296652 10.1016/j.celrep.2020.108472PMC7774872

[33] Farbehi, N. et al. Single-cell expression profiling reveals dynamic flux of cardiac stromal, vascular and immune cells in health and injury. *eLife***8**, e43882 (2019).10.7554/eLife.43882PMC645967730912746

[34] Zhang, Y. et al. Dedifferentiation and proliferation of mammalian cardiomyocytes. *PLoS ONE***5**, e12559 (2010).20838637 10.1371/journal.pone.0012559PMC2933247

[35] Gale, N. W. et al. Angiopoietin-2 is required for postnatal angiogenesis and lymphatic patterning, and only the latter role is rescued by Angiopoietin-1. *Dev. Cell***3**, 411–423 (2002).12361603 10.1016/s1534-5807(02)00217-4

[36] Rumianek, A. N., Davies, B., Channon, K. M., Greaves, D. R. & Purvis, G. S. D. A human CD68 promoter-driven inducible Cre-recombinase mouse line allows specific targeting of tissue resident macrophages. *Front. Immunol.***13**, 918636 (2022).35874787 10.3389/fimmu.2022.918636PMC9298978

[37] Huang, Y., McCarthy, D. J. & Stegle, O. Vireo: Bayesian demultiplexing of pooled single-cell RNA-seq data without genotype reference. *Genome Biol.***20**, 273 (2019).31836005 10.1186/s13059-019-1865-2PMC6909514

[38] Le, T. et al. Redistribution of the glycocalyx exposes phagocytic determinants on apoptotic cells. *Dev. Cell***59**, 853–868 (2024).38359833 10.1016/j.devcel.2024.01.020

[39] Gancz, D., Perlmoter, G. & Yaniv, K. Formation and growth of cardiac lymphatics during embryonic development, heart regeneration, and disease. *Cold Spring Harb. Perspect. Biol.***12**, a037176 (2020).10.1101/cshperspect.a037176PMC726308131818858

[40] Stone, O. A. & Stainier, D. Y. R. Paraxial mesoderm is the major source of lymphatic endothelium. *Dev. Cell***50**, 247–255 (2019).31130354 10.1016/j.devcel.2019.04.034PMC6658618

[41] Lioux, G. et al. A second heart field-derived vasculogenic niche contributes to cardiac lymphatics. *Dev. Cell***52**, 350–363 (2020).31928974 10.1016/j.devcel.2019.12.006PMC7374559

[42] Stevenson Keller 4th, T. C. et al. Genetic blockade of lymphangiogenesis does not impair cardiac function after myocardial infarction. *J. Clin. Invest.***131**, e147070 (2021).10.1172/JCI147070PMC851644834403369

[43] Poss, K. D., Wilson, L. G. & Keating, M. T. Heart regeneration in zebrafish. *Science***298**, 2188–2190 (2002).12481136 10.1126/science.1077857

[44] Gonzalez-Rosa, J. M., Martin, V., Peralta, M., Torres, M. & Mercader, N. Extensive scar formation and regression during heart regeneration after cryoinjury in zebrafish. *Development***138**, 1663–1674 (2011).21429987 10.1242/dev.060897

[45] Stockdale, W. T. et al. Heart regeneration in the Mexican cavefish. *Cell Rep.***25**, 1997–2007 (2018).30462998 10.1016/j.celrep.2018.10.072PMC6280125

[46] Porrello, E. R. et al. Transient regenerative potential of the neonatal mouse heart. *Science***331**, 1078–1080 (2011).21350179 10.1126/science.1200708PMC3099478

[47] Harrison, M. R. et al. Late developing cardiac lymphatic vasculature supports adult zebrafish heart function and regeneration. *eLife***8**, e42762 (2019).10.7554/eLife.42762PMC688111631702553

[48] Vivien, C. J. et al. Vegfc/d-dependent regulation of the lymphatic vasculature during cardiac regeneration is influenced by injury context. *NPJ Regen. Med.***4**, 18 (2019).31452940 10.1038/s41536-019-0079-2PMC6706389

[49] Hilgendorf, I. et al. Ly-6C^high^ monocytes depend on Nr4a1 to balance both inflammatory and reparative phases in the infarcted myocardium. *Circ. Res.***114**, 1611–1622 (2014).24625784 10.1161/CIRCRESAHA.114.303204PMC4017349

[50] Schmid-Schonbein, G. W. The second valve system in lymphatics. *Lymphat. Res. Biol.***1**, 25–29; discussion 29–31 (2003).10.1089/1539685036049566415624318

[51] Pflicke, H. & Sixt, M. Preformed portals facilitate dendritic cell entry into afferent lymphatic vessels. *J. Exp. Med.***206**, 2925–2935 (2009).19995949 10.1084/jem.20091739PMC2806476

[52] Travisano, S. I. et al. Single-nuclei multiomic analyses identify human cardiac lymphatic endothelial cells associated with coronary arteries in the epicardium. *Cell Rep.***42**, 113106 (2023).37676760 10.1016/j.celrep.2023.113106

[53] Cahill, T. J. et al. Tissue-resident macrophages regulate lymphatic vessel growth and patterning in the developing heart. *Development***148**, dev194563 (2021).10.1242/dev.194563PMC787549833462113

[54] Bajpai, G. et al. Tissue resident CCR2^−^ and CCR2^+^ cardiac macrophages differentially orchestrate monocyte recruitment and fate specification following myocardial injury. *Circ. Res.***124**, 263–278 (2019).30582448 10.1161/CIRCRESAHA.118.314028PMC6626616

[55] Cho, C. H. et al. Angiogenic role of LYVE-1-positive macrophages in adipose tissue. *Circ. Res.***100**, e47–e57 (2007).17272806 10.1161/01.RES.0000259564.92792.93

[56] Platonova, N. et al. Evidence for the interaction of fibroblast growth factor-2 with the lymphatic endothelial cell marker LYVE-1. *Blood***121**, 1229–1237 (2013).23264596 10.1182/blood-2012-08-450502

[57] Gale, N. W. et al. Normal lymphatic development and function in mice deficient for the lymphatic hyaluronan receptor LYVE-1. *Mol. Cell. Biol.***27**, 595–604 (2007).17101772 10.1128/MCB.01503-06PMC1800809

[58] Iqbal, A. J. et al. Human CD68 promoter GFP transgenic mice allow analysis of monocyte to macrophage differentiation in vivo. *Blood***124**, e33–e44 (2014).25030063 10.1182/blood-2014-04-568691PMC4192756

[59] Jung, S. et al. Analysis of fractalkine receptor CX_3_CR1 function by targeted deletion and green fluorescent protein reporter gene insertion. *Mol. Cell. Biol.***20**, 4106–4114 (2000).10805752 10.1128/mcb.20.11.4106-4114.2000PMC85780

[60] Truman, L. A. et al. ProxTom lymphatic vessel reporter mice reveal Prox1 expression in the adrenal medulla, megakaryocytes, and platelets. *Am. J. Pathol.***180**, 1715–1725 (2012).22310467 10.1016/j.ajpath.2011.12.026PMC3349900

[61] De Villiers, C. & Riley, P. R. A refined protocol for coronary artery ligation in the neonatal mouse. *Curr. Protoc.***1**, e66 (2021).33617028 10.1002/cpz1.66

[62] Renier, N. et al. iDISCO: a simple, rapid method to immunolabel large tissue samples for volume imaging. *Cell***159**, 896–910 (2014).25417164 10.1016/j.cell.2014.10.010

[63] Rueden, C. T. et al. ImageJ2: ImageJ for the next generation of scientific image data. *BMC Bioinformatics***18**, 529 (2017).29187165 10.1186/s12859-017-1934-zPMC5708080

[64] Stuart, T. et al. Comprehensive integration of single-cell data. *Cell***177**, 1888–1902 (2019).31178118 10.1016/j.cell.2019.05.031PMC6687398

[65] Li, H. Minimap2: pairwise alignment for nucleotide sequences. *Bioinformatics***34**, 3094–3100 (2018).29750242 10.1093/bioinformatics/bty191PMC6137996

[66] Heaton, H. et al. Souporcell: robust clustering of single-cell RNA-seq data by genotype without reference genotypes. *Nat. Methods***17**, 615–620 (2020).32366989 10.1038/s41592-020-0820-1PMC7617080

[67] Dann, E., Henderson, N. C., Teichmann, S. A., Morgan, M. D. & Marioni, J. C. Differential abundance testing on single-cell data using *k*-nearest neighbor graphs. *Nat. Biotechnol.***40**, 245–253 (2022).34594043 10.1038/s41587-021-01033-zPMC7617075

[68] Tirosh, I. et al. Single-cell RNA-seq supports a developmental hierarchy in human oligodendroglioma. *Nature***539**, 309–313 (2016).27806376 10.1038/nature20123PMC5465819

# Supplementary material for: Cardiac lymphatics retain LYVE-1-dependent macrophages during neonatal mouse heart regeneration
**Source:** Nat Cardiovasc Res. 2025 Sep 17;4(10):1258–76. doi: 10.1038/s44161-025-00711-4
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zeiss ZEN Blue microscopy software (v3.12) was used to capture confocal microscopy images                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | ImageJ (v1.54) was used to process and quantify microscopy images and MRI data, Adobe Photoshop (v25.12.3) was used to produce figures, Imaris (v10.2) was used to process and quantify microscopy images, GraphPad Prism (v10.0.3) was used to produce graphs and perform statistical analysis, AngioTool (PMID: 22110636) was used to quantify lymphatic vessels, Zeiss Arivis Vision4D (v4.1.2) was used to process whole mount heart z-stacks, Seurat R package (v5.3.0) was used to process scRNA-Seq data, 10x Genomics Cell Ranger suite (v9.0.1), VarTriX (v1.1.14), Souporecell pipline (v2.5), Vireo (PMID: 31836005), and miloR (v3.20) were used to demultiplex scRNA-Seq data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA sequencing datasets generated in this study are deposited in the Gene Expression Omnibus (GEO) with accession number GSE301633. All other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on prior experience with similar in vivo and imaging-based studies, balancing statistical sensitivity with ethical considerations of animal use. For key outcome measures (e.g. MRI, histology, scRNA-seq), biological replicates per group typically ranged from 3 to 8. This was sufficient to detect meaningful phenotypic differences in lymphatic growth, macrophage trafficking, and cardiac function, with statistical significance confirmed using appropriate tests (ANOVA, t-test, etc.). |
| Data exclusions | Data were excluded only when tissue quality was inadequate for analysis (e.g., poor sectioning, autofluorescence interference, failed immunostaining, or imaging artefacts). All exclusion decisions were made before analysis and without reference to group allocation or outcome. No animals were excluded based on phenotype or experimental outcome.                                                                                                                                                                   |
| Replication     | All key experiments were replicated in independent biological samples. For example, lymphatic growth was assessed across multiple litters at defined postnatal timepoints; adoptive transfer and imaging studies were repeated in at least two independent cohorts; and MRI and scRNA-seq analyses were replicated across multiple animals per genotype. All results presented are representative of findings reproduced in at least two independent experiments                                                            |
| Randomization   | Animals were allocated to experimental groups based on genotype. Given the constraints of timed matings, litter availability, and the requirement for specific genotypes, formal randomisation was not applicable.                                                                                                                                                                                                                                                                                                          |
| Blinding        | Investigators were not blinded to group allocation during surgery or animal handling due to the technical nature of procedures (e.g., MI surgery at P1/P7). However, all image acquisition (e.g., confocal, light-sheet, MRI) and subsequent quantitative analyses (e.g., vessel metrics, immune cell counts, MRI readouts) were conducted in a blinded fashion.                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

VEGFR3 R&D systems #AF743 Lymphatic endothelium 1:50 Goat ([https://www.rndsystems.com/products/mouse-vegfr3-flt-4-antibody\\_af743](https://www.rndsystems.com/products/mouse-vegfr3-flt-4-antibody_af743))

LYVE-1 Angiobio #11-034 Lymphatic endothelium, tissue-resident macrophages, and endocardium 1:400 Rabbit (<https://insightbio.com/productinfo/11-034/AngioBio>)

PODOPLANIN Fitzgerald #10R-P155A Lymphatic endothelium and epicardium 1:200 Hamster (<https://www.citeab.com/antibodies/10401-10r-p155a-podoplanin-antibody>)

PHOSPHO-HISTONE H3 (PH3) Abcam #AB1791 Proliferation marker 1:200 Rabbit ([https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791?srltid=AfmBOop1j-ysyQcC-ZEJQ7HCOQb\\_RlgVQb48NywTWQwzvWOOa\\_xMba4z](https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791?srltid=AfmBOop1j-ysyQcC-ZEJQ7HCOQb_RlgVQb48NywTWQwzvWOOa_xMba4z))

VE-CADHERIN R&D systems #AF1002 Adherens junctions 1:400 Goat ([https://www.rndsystems.com/products/mouse-ve-cadherin-antibody\\_af1002](https://www.rndsystems.com/products/mouse-ve-cadherin-antibody_af1002))

PECAM1 BD Pharmingen #553370 Endothelium 1:200 Rat ([https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd31.553370?tab=product\\_details](https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd31.553370?tab=product_details))

CD68 Bio-Rad #MCA1957 Macrophages 1:400 Rat (<https://www.bio-rad-antibodies.com/monoclonal/mouse-cd68-antibody-fa-11-mca1957.html?f=purified>)

IBA1 Abcam #ab5076 Macrophages 1:200 Goat (<https://www.abcam.com/en-us/products/primary-antibodies/iba1-antibody-ab5076?srltid=AfmBOokpLspaFFA61e3172luX2dsuXfdWy4WGIWUA8ajnwguMasSgZv>)

REELIN RndSystems #AF3820 Lymphatics 1:200 Goat ([https://www.rndsystems.com/products/mouse-reelin-antibody\\_af3820](https://www.rndsystems.com/products/mouse-reelin-antibody_af3820))

ITGB1 Proteintech #12594-1-AP Endothelium, Macrophages 1:200 Rabbit (ITGB1 Proteintech #12594-1-AP)

CC3 Invitrogen #PA5-114687 Apoptotic Cells 1:200 Rabbit (<https://www.thermofisher.com/antibody/product/Caspase-3-Cleaved-Asp175-Antibody-Polyclonal/PA5-114687>)

CD44 eBioscience #14-0441-82 Leukocytes, Endothelium 1:200 Rat (<https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/14-0441-82>)

Hyaluronic Acid Binding Protein (HABP) Amsbio #AMS.HKD-BC41 Hyaluronic acid 1:300 Biotin conj. (<https://www.amsbio.com/hyaluronan-binding-protein-habp-biotin-conj-ams-hkd-bc41>)

AlexaFluor goat  $\alpha$ -rabbit 405 Invitrogen 1 in 500  
 AlexaFluor donkey  $\alpha$ -rabbit 405 Abcam 1 in 500  
 AlexaFluor donkey  $\alpha$ -rat 488 Invitrogen 1 in 500  
 AlexaFluor donkey  $\alpha$ -goat 488 Invitrogen 1 in 500  
 AlexaFluor donkey  $\alpha$ -goat 555 Abcam 1 in 500  
 AlexaFluor goat  $\alpha$ -rat 594 Invitrogen 1 in 500  
 AlexaFluor donkey  $\alpha$ -goat 647 Invitrogen 1 in 500  
 AlexaFluor goat  $\alpha$ -hamster 647 Invitrogen 1 in 500  
 AlexaFluor donkey  $\alpha$ -rabbit 647 Invitrogen 1 in 500  
 Streptavidin, Alexa Fluor 488 Conjugate Invitrogen 1 in 200

### Validation

All primary antibodies used in this study were commercially sourced and validated by the manufacturers for immunofluorescence in mouse tissue. Validation information, including species reactivity and application suitability, is available on the respective supplier websites and includes data from knockout controls or known positive/negative tissue staining (websites listed above). Where relevant, antibody specificity was supported by staining patterns consistent with published literature or prior in-lab use (e.g., LYVE-1 for lymphatic endothelium and tissue-resident macrophages; CD68 and IBA1 for macrophages; VE-Cadherin for endothelial

junctions). For all primary antibodies, secondary-only controls were used during protocol optimisation to exclude non-specific signal from secondary antibodies. No unexpected off-target staining was observed under the conditions used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For experiments where wild type mice were required C57BL/6 or CD1 (Charles River Laboratories) strains were used when indicated . Neonatal mice between P1 and P30 were used for experiments.                                                                                                                                                                                                                                                                            |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | Both male and female neonatal mice were used in all experiments. Sex was not determined at the time of surgery or tissue collection due to the technical limitations of reliably sexing mice at early postnatal stages (P1–P7). Given the focus on early developmental windows and the absence of known sex-specific differences in lymphatic or macrophage responses during this period, data were pooled across sexes. Sex-based analysis was therefore not performed. |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All animal experiments were carried out according to UK Home Office project licences PPL PC013B246 and PDDE89C84 and were compliant with the UK Animals (Scientific Procedures) Act 1986.                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

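The files hold 2 libraries of scRNA-seq on sorted live CD45+ cells, 1 from a pool of 5 WT hearts and 1 from a pool of 5 *Lyve1* KO hearts, all at P2MI7dpi. The values the authors deposited are raw counts: UMI counts per gene and cell barcode from Cell Ranger on mm10/GRCm38, restricted to barcodes called as cells and not otherwise filtered or normalized. The authors' assignment of cells to hearts, which also marked doublets, needs the reads and could not be repeated, so doublets and cells without a heart are still in the deposited counts. The header of the deposited counts and the paper's reporting summary name different versions of Cell Ranger, and the paper names 2 versions of Seurat.

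The total was 67968938 UMIs in the WT library and 61555917 in the KO library. Cells were kept by the limits in the paper's methods: at least 500 genes, at least 250 UMIs and at most 30% mitochondrial UMIs. The mitochondrial limit was exceeded by 601 WT barcodes (10.5%) and 874 KO barcodes (16.5%). Doublets were scored with scrublet in scanpy 1.11.5. Because its automatic threshold marked fewer than 0.5% of the barcodes, the highest scores at an expected 0.4% per 1000 barcodes were left out, which was 2.29% of the WT and 2.11% of the KO barcodes. Seurat 5.3.0 in R 4.3.3 was used for log normalization (scale 10000), CCA integration on 2000 variable genes, regression of S and G2/M scores, 30 dimensions, and clustering with k = 20 and resolution 0.8. Settings that the paper's text does not name were left at the defaults. The 285 genes compared later and the sex-linked genes were kept out of the features. The clusters nearest to the macrophage or monocyte list were clustered again by themselves, apart from unnamed clusters of low depth. The latter (830 WT and 557 KO cells) were also nearest to the macrophage list. The clusters taken on include 2 that had not met the naming rule below. Of these, 1 was led by cardiomyocyte genes beside *Ccl8* (217 WT and 131 KO cells) and 1 by proliferation genes (195 WT and 56 KO cells). The rule was not applied to them at the first step, and 395 WT and 179 KO of these cells were in CCR2- macrophage-like clusters at the second step. Clustering depended on the numerical settings (threads and processor type) of the linear algebra library, which were therefore fixed, with 1 thread. An earlier run of the same steps without that setting gave other clusters, with close subset shares but with a fall of the share of cycling monocyte-like cells beyond counting error. In the run reported here this fall is within counting error, and beyond it under 3 alternatives.

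A cluster was called like a cell type from marker lists fixed before the data were examined, as were the cell limits, the clustering settings, the comparisons, the thinned depth and most alternatives. The scoring of the lists was set after the data were seen. A name needed at least 3 markers, each in at least 25% of the cells. A cluster stayed unnamed when more markers of another list than of its own were among its 10 leading genes. It also stayed unnamed when its depth was low and no marker of its own list was among these genes. After both steps, unnamed clusters held 901 WT and 644 KO cells, which are left out of the named classes but are part of all kept cells.

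Summed UMIs per library and class were divided by the summed UMIs of the same cells (CPM). Log2 ratios used CPM + 10. For shares with a UMI, phases and scores, cells were thinned without replacement to 5800 UMIs, the 10th percentile over macrophages and monocytes of both libraries rounded down to a multiple of 100. Scores used AddModuleScore and CellCycleScoring, with 43 S genes and 54 G2/M genes. The apoptosis list of 161 genes was written from memory of the Hallmark set and may differ from it in some genes. Further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Gene positions are from a GENCODE annotation of GRCm38.

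Genes are named in the text by a rule fixed before the data were examined: *Lyve1*, *Ccr2*, *Cd44*, the 11 genes of Fig. 8m, the 5 genes with the highest and the 5 with the lowest log2 ratio in each subset, and each gene with a log2 ratio of at least 1 in size and the same sign in all of 5 classes (CCR2- macrophage-like cells, monocyte-like, neutrophil-like, B cell-like and T cell-like cells; at least 100 UMIs in each, 3964 genes). Sex-linked genes, cluster-leading genes, paralogs and *Trim5* are named for other reasons given where they appear. The rule for genes that differ in every class was tested on simulated data: Poisson counts were drawn from the mean profile of each class at the size of each library, with 200 genes changed by a log2 ratio of 2 in size. Of the 169 changed genes that had enough counts, 162 were found (95.9%), 0 with the wrong sign, and 0 of 3727 unchanged genes were called. These counts hold no spread between hearts.

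No p-value, standard error or count of changed genes was made from cells, since cells of 1 library are not replicates. Leaving out a replicate was not possible. No paired analysis was possible because each genotype has 1 library, and the shared replicate number does not link the pools. The alternatives tried were doublets kept, stricter cell limits (at least 1000 genes and at most 10% mitochondrial UMIs, which kept 3303 WT and 2707 KO cells), no integration, no regression of the cell cycle, all variable genes as features, resolutions of 0.4 and 1.2, a division of macrophages by a *Ccr2* UMI, all kept cells as the denominator, unthinned counts, per-cell log-normalized means, a pseudocount of 1 CPM, a minimum of 20 UMIs, shorter apoptosis lists and a minimum of 2 sex-linked UMIs. Clustering on thinned counts, an eased naming rule and leaving out the 2 clusters without a name at the first step were added after the data were seen. The neighborhood test of miloR and the Wilcoxon tests of the paper were not run, because the former needs the hearts and the latter takes cells as replicates. The scRNA-seq of other ages and the staining experiments are not covered.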

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

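The tests below on *Trim12a*, *Dynlt1b* and the *Lyve1* UMIs of lymphocytes, and the test on strain background, were chosen only after the result was seen, while the test on the chromosome segment around *Lyve1* for genes that differ in every class was set before the data were examined.

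A signal of *Lyve1* was present in lymphocytes of the KO library, cells the paper does not discuss. B cell-like and T cell-like cells of the KO library held 84 *Lyve1* UMIs in 68 of 851 cells (6.32 CPM, 5.04–7.82), and those of the WT library held 3 UMIs in 729 cells (0.298 CPM, 0.0615–0.872). Free RNA from macrophages argues for the opposite order, since *Lyve1* in macrophages is far higher in the WT library. The WT lymphocytes held 0.0574% of the macrophage level, which would give 0.16 UMIs in the KO lymphocytes (at most 0.467 from the upper limit of the WT fraction), and the KO lymphocytes held 30.2%. Free RNA from macrophages is therefore excluded as the cause of the 84 UMIs. The *Lyve1* signal was also present in KO neutrophil-like cells (5.95 CPM, against 2.47 CPM in WT) and KO monocyte-like cells (4.14 CPM, against 0.121 CPM). A candidate explanation is transcription across the targeted allele that is counted as *Lyve1* in every cell type. Without reads, it cannot be told where in the gene the 6.32 CPM lie, so this stays open. The level gives a measure of the part of KO *Lyve1* UMIs that need not come from macrophage expression.

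*Trim12a* (ENSMUSG00000066258, chromosome 7 from 104299894 to 104315466) and *Dynlt1b* (ENSMUSG00000096255, chromosome 17 from 6430112 to 6436296) are outside the genes the paper discusses and were lower in KO cells of all 5 classes compared. *Trim12a* had 2639 UMIs in all kept WT cells and 1 in KO. In CCR2- macrophage-like cells it had 720 and 0 UMIs, a level at least 123-fold lower in KO when the count of 0 is set to a floor of 3 UMIs, and its log2 ratio of CPM + 10, whose size depends on the added 10, was −1.79. *Dynlt1b* had 6431 and 6 UMIs in all kept cells, and a log2 ratio of −3.80 in CCR2- macrophage-like cells (3877 and 3 UMIs). With totals of 63542936 and 57666174 UMIs, depth does not give such a difference, and a difference present in neutrophil-like, B cell-like and T cell-like cells is not specific to macrophages. A shift of reads to the paralogs is argued against in CCR2- macrophage-like cells, because what was lost did not appear in them. There the log2 ratio of *Dynlt1a*, *Dynlt1c* and *Dynlt1f* together was −0.091, and that of *Trim12c* was 0.12. In monocyte-like, neutrophil-like, B cell-like and T cell-like cells, the ratios were 0.17, 0.45, −0.13 and −0.11 for the *Dynlt1* paralogs. For *Trim12c* they were 0.084, 0.045, −0.040 and 0.43. The rise in neutrophil-like cells was from 43.4 to 62.9 CPM, where *Dynlt1b* was at 97.4 CPM in WT. That of *Trim12c* in T cell-like cells was from 37.1 to 53.2 CPM, where *Trim12a* was at 58.3 CPM in WT. Reads left uncounted because they fit several genes would not raise the paralogs, so the paralog levels cannot exclude such a loss.

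A chromosome segment that came with the targeted allele from another strain was expected to hold most genes that differ in every class. Of the 2 genes, 1 lies within 20 Mb of *Lyve1*, against 97 of the 3964 genes tested (2.45%), and 2 genes are too few to decide for the set. For *Dynlt1b* the segment is excluded, because the gene lies on chromosome 17. For *Trim12a* the segment remains a candidate explanation: the gene lies 6.54 Mb from *Lyve1*, and of the 10 genes named in monocyte-like cells, 40.0% (*Gdpd3*, *Trim30d*, *Trim12a* and *Nucb2*) lie within 20 Mb, against 2.30% of the genes tested there. In the other subsets fewer did, 1 of 9 in CCR2- macrophage-like cells and 2 of 10 in CCR2+ macrophage-like cells, against 2.39% and 2.34% of the genes tested. *Trim5*, named after its values were seen, lies 6.56 Mb away and was added when 20 UMIs per class were enough. Also picked after its values were seen, *Trim30d*, 6.34 Mb away, was lower in KO in all 5 classes. In CCR2- macrophage-like cells it had 1199 UMIs in WT and 43 in KO. It missed the rule in T cell-like cells, with 37 WT UMIs, 1 KO UMI and a log2 ratio of −0.83. A different strain background of the hearts in the pools may also give such differences away from *Lyve1*. At a log2 ratio of at least 0.5 in size, 5 of 6 genes lie off chromosome 7 (*Raly*, *Iscu*, *Arf5*, *Dynlt1b* and the mitochondrial *mt-Nd3*). This cannot be told apart from the genotype, nor, for the genes other than *Trim12a* and *Dynlt1b*, from the preparation of the libraries, because each genotype is 1 library and there are no reads in which to look for alleles. The sections of the paper's text on mouse strains do not state the background of the *Lyve1* KO line. For *Trim12a* and *Dynlt1b*, an effect of the loss of *Lyve1* within the same cell is argued against in lymphocytes. B cell-like and T cell-like cells of the WT library held only 3 *Lyve1* UMIs in 729 cells. *Dynlt1b* nevertheless went from 280 to 0 UMIs in B cell-like and from 371 to 1 in T cell-like cells. *Trim12a* went from 527 to 1 and from 266 to 0. Other effects of the loss of *Lyve1* were not tested.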

How the results depend on the processing

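The tests on thinned counts at the second clustering, with eased naming and without the clusters that lacked a name at the first step were chosen only after the result was seen, and the other alternatives were fixed earlier.

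The share of CCR2- macrophage-like cells among macrophage-like and monocyte-like cells was lower in KO under each alternative run, with differences from −22.9 percentage points (clustering on thinned counts) to −14.2 points. The monocyte-like share was higher in KO by 12.3 to 17.5 points, and the CCR2+ macrophage-like share by 1.97 to 5.44 points. Over all kept cells, the CCR2- share differed by −13.8 to −3.78 points. *Lyve1* in CCR2- macrophage-like cells was lower in KO, and *Cd44* was lower in CCR2- macrophage-like cells than in both other subsets in both libraries, under each alternative run. For the values that answer a comparison, 163 recomputed values stayed within the interval of the main value (within 1.5 times for a count), 45 moved, and 3, all of apoptosis scores, reversed. Counting also main values within counting error, 8 took the other sign, of which 5 are the difference in the *Lyve1*+ clusters. For single genes and secondary scores, 313 stayed, 84 moved and 11 reversed, and 16 took the other sign. Scores were judged against their SD over cells, which is wide, so little can be read from their being stable.

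With limits of at least 1000 genes and at most 10% mitochondrial UMIs, the difference in the CCR2- share was −15.9 points, and −6.40 of all kept cells. The T cell-like share differed by 5.86 points, the CCR2+ macrophage-like share by 2.21 points, the log2 ratio of *Lyve1* was −4.56, and the share of the *Lyve1*+ clusters differed by −2.99 points. The log2 ratio of *Cd44* in CCR2- macrophage-like cells was −0.59 over CCR2+ macrophage-like cells and −0.89 over monocyte-like cells in WT, and −0.39 and −0.50 in KO. In CCR2- macrophage-like cells, the log2 ratio of *Il1b* reversed to −0.0083 and that of *Spp1* to −0.16, and in CCR2+ macrophage-like cells that of *Ednrb* to −0.13 and that of *Ccl22* to −1.63. Without regression of the cell cycle, the CCR2- share differed by −17.1 points, and by −6.01 of all kept cells, the T cell-like share by 2.42 points and the *Lyve1*+ clusters by −4.64 points. The log2 ratio was −4.52 for *Lyve1*, −0.66 and −0.87 for *Cd44* in WT and −0.48 and −0.53 in KO, −0.0047 for *Il1b* in CCR2- macrophage-like cells and −1.26 for *Ccl22* in CCR2+ macrophage-like cells. With all variable genes as features, the same shares differed by −14.2, −3.78, 2.31 and −3.28 points, CCR2+ macrophage-like cells by 1.97 points and monocyte-like cells by 12.3 points. The log2 ratio was −4.79 for *Lyve1*, −0.45 and −0.73 for *Cd44* in WT and −0.31 and −0.40 in KO, and −0.19 for *Spp1* in CCR2- macrophage-like cells, and the G2/M score of CCR2+ macrophage-like cells differed by −0.00735. At resolution 1.2, the CCR2- share differed by −16.7 points and the *Lyve1*+ clusters by −1.30 points.

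A candidate explanation for the smaller difference in the CCR2- share under these 4 choices is that the cluster led by *Olfml3* stayed unnamed, because the B cell marker *Ighm* was among its 10 leading genes. With the naming rule eased to allow 1 such gene, or proliferation genes, the difference was −21.1, −21.0, −21.1 and −21.1 points, within the interval of the main value. The difference for the *Lyve1*+ clusters was then 0.0959, −0.941, −1.44 and 1.09 points. Without the clusters that lacked a name at the first step, the CCR2- share differed by −21.1 points and the *Lyve1*+ clusters by −13.7 points. Most of the *Ccl8* cluster is then left out, and 4 clusters are above the mean.

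With doublets kept, the log2 ratio of *Cd44* over CCR2+ macrophage-like cells was −0.91 in WT and −0.63 in KO, that of *Ednrb* in CCR2+ macrophage-like cells was −0.038, and the G2/M score of monocyte-like cells differed by 0.000869. Without integration, *Cd44* in KO was at −0.78 over CCR2+ macrophage-like cells and −0.91 over monocyte-like cells. As means of per-cell log-normalized values, the *Cd44* differences were −1.15 and −1.36 in WT and −0.96 and −1.17 in KO, and the median over the Fig. 8m genes was 0.117. With shorter lists, the apoptosis score differed by 0.00056 in CCR2+ macrophage-like cells and 0.00121 in monocyte-like cells (core genes), and by 0.00242 in CCR2+ macrophage-like cells (without inflammatory and cell cycle genes). Without thinning, the G2/M score of CCR2+ macrophage-like cells differed by −0.00121. Over all kept cells, the differences were −13.1 points for CCR2- macrophage-like cells, 0.969 for CCR2+ macrophage-like cells and 4.35 for monocyte-like cells, since the other classes then enter the denominator. A log2 ratio of 0.5 in place of 1 gave 6 genes that differ in every class. Apart from the naming and the denominator, the cause was not tested.

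The number of cells limits the comparison of phases most in CCR2+ macrophage-like cells, where the interval from 217 WT and 212 KO cells ran from −15.1 to 1.64 points. Whether the phase differences of CCR2+ macrophage-like cells and monocyte-like cells were beyond counting error depended on the processing. With 1 library per genotype, no alternative covers the spread between hearts.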

Differences from the paper's values

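The eased naming and the leaving out of clusters without a name at the first step are the tests in this part chosen only after the result was seen, and the scoring of the marker lists was also set after the data were seen.

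Macrophages made up about 54% of CD45+ cells in WT in the paper's Fig. 8g, read by eye, and 35.1% here (1471 of 4187 kept cells). In KO the paper's share was about 40% in Fig. 8g, read by eye, and 23.0% here (780 of 3391). For monocytes, the paper's shares were about 6% in WT and about 8% in KO in Fig. 8g, read by eye, and 11.5% and 15.8% here. The paper's denominators are not given in the figure, and the kept cells here include 901 WT and 644 KO cells in clusters without a name. Of these, 830 WT and 557 KO cells were in low-depth clusters nearest to the macrophage list, and were not counted as macrophages. The lower macrophage shares here can therefore come from the naming and the denominator. The paper's own sources also divide these cells differently. In Supplementary Table 2, monocytes made up 27.1% of the 3 subsets in WT and 46.8% in KO, against 24.6% and 40.8% here. In Fig. 8g they were about 6% beside about 54% macrophages in WT, and about 8% beside about 40% in KO. The separate macrophage and monocyte gaps to Fig. 8g thus do not compare like classes. None of the alternatives set before the data were examined closed any of these 4 gaps. Macrophages and monocytes together were about 60% and about 48% in Fig. 8g, read by eye, and 46.6% and 38.8% here.

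The paper states that the *Lyve1*+ clusters were present in smaller numbers in KO. Here they held fewer cells in KO (197 against 267), but not a lower share of macrophage-like and monocyte-like cells, with a difference of 1.28 percentage points (−1.14 to 3.77). Of the alternatives set before the data were examined, the stricter cell limits (−2.99 points), no regression of the cell cycle (−4.64), all variable genes as features (−3.28) and a resolution of 1.2 (−1.30) gave a lower share in KO, as did the share of all kept cells (−0.567). With the eased naming, chosen after seeing the values, the differences under the former 4 were 0.0959, −0.941, −1.44 and 1.09 points. Without the clusters that lacked a name at the first step, also chosen after seeing the values, the difference was −13.7 points. All of these differences rest on a cut at the mean WT *Lyve1* level, a rule kept in each alternative. In the main run that mean was 355 CPM, and the cluster led by *Olfml3* fell below it at 262 CPM. Its share went from 26.3% in WT to 13.7% in KO.

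On the genes of Fig. 8m, the paper states that the profiles did not change between WT and KO. Here, with 10 CPM added, 27 of the 33 pairs of gene and subset had a log2 ratio under 1 in size. The others were *Spp1* in CCR2+ macrophage-like cells (2.06) and in monocyte-like cells (−1.09), *Fn1* and *Thbs1* in CCR2- macrophage-like cells (1.41 and 1.35), *Thbs1* in monocyte-like cells (−1.11) and *Igfbp4* in CCR2+ macrophage-like cells (−1.06). In the figure, *Tgfbi* is highest in monocytes by eye. Here it was highest in CCR2+ macrophage-like cells in both libraries, at 622 CPM against 437 CPM in WT and 678 against 372 CPM in KO, and the same order held for means of per-cell log-normalized values.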

Other observations

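The tests on the cluster led by *Saa3* and *Prg4*, on the mix of clusters and on clustering at the thinned depth were chosen only after the result was seen, and the test among male and female cells was set earlier.

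The lower share of CCR2- macrophage-like cells in KO was set against technical explanations. A different mix of male and female hearts in the pools is excluded as the whole cause, since the difference was −25.8 percentage points among male cells and −14.0 points among female cells. A difference in depth is argued against by clustering at 1 depth, which gave −22.9 points. A difference between the pools other than genotype, such as in the size of the infarct, stays open, because each genotype is 1 library. Loss of *Lyve1* is among the open explanations and was not tested here between hearts.

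Nearly all of the rise of *Fn1* and *Thbs1* in KO CCR2- macrophage-like cells lay in the cluster led by *Saa3* and *Prg4*, which held 10.5% of the UMIs of these cells in WT and 21.8% in KO. A larger part of this cluster and a higher level within it may both contribute, since the log2 ratio was 0.46 for *Fn1* and 0.54 for *Thbs1* at the WT part of the cluster. The higher level rests on 65 WT and 55 KO cells of 1 library each, so it cannot be told whether the larger part is the whole cause.

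The mix of clusters within CCR2- macrophage-like cells differed between the libraries. At the WT mix, the difference in the apoptosis score was 0.00579, smaller than before but above 0, so this test cannot tell whether the mix is the cause. The share in S or G2/M phase still differed by −8.19 points (−13.2 to −3.19) at the WT mix, so the mix is excluded as its whole cause. Effects of genotype on death or division of these cells stay open.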
